# Signal-transducing adapter protein-1 is required for maintenance of leukemic stem cells in CML

**DOI:** 10.1038/s41388-020-01387-9

**Published:** 2020-07-13

**Authors:** Jun Toda, Michiko Ichii, Kenji Oritani, Hirohiko Shibayama, Akira Tanimura, Hideaki Saito, Takafumi Yokota, Daisuke Motooka, Daisuke Okuzaki, Yuichi Kitai, Ryuta Muromoto, Jun-ichi Kashiwakura, Tadashi Matsuda, Naoki Hosen, Yuzuru Kanakura

**Keywords:** Apoptosis, Apoptosis, Cancer stem cells, Cancer stem cells

## Abstract

The family of signal-transducing adapter proteins (STAPs) has been reported to be involved in a variety of intracellular signaling pathways and implicated as transcriptional factors. We previously cloned STAP-2 as a c-Fms interacting protein and explored its effects on chronic myeloid leukemia (CML) leukemogenesis. STAP-2 binds to BCR-ABL, upregulates BCR-ABL phosphorylation, and activates its downstream molecules. In this study, we evaluated the role of STAP-1, another member of the STAP family, in CML pathogenesis. We found that the expression of STAP-1 is aberrantly upregulated in CML stem cells (LSCs) in patients’ bone marrow. Using experimental model mice, deletion of STAP-1 prolonged the survival of CML mice with inducing apoptosis of LSCs. The impaired phosphorylation status of STAT5 by STAP-1 ablation leads to downregulation of antiapoptotic genes, Bcl-2 and Bcl-xL. Interestingly, transcriptome analyses indicated that STAP-1 affects several signaling pathways related to BCR-ABL, JAK2, and PPARγ. This adapter protein directly binds to not only BCR-ABL, but also STAT5 proteins, showing synergistic effects of STAP-1 inhibition and BCR-ABL or JAK2 tyrosine kinase inhibition. Our results identified STAP-1 as a regulator of CML LSCs and suggested it to be a potential therapeutic target for CML.

## Introduction

Chronic myeloid leukemia (CML) is a clonal myeloproliferative disorder that is caused by hematopoietic stem cells (HSCs) expressing the BCR-ABL fusion oncoprotein. This constitutively active tyrosine kinase influences multiple signal transduction pathways, such as Ras/Raf/mitogen-activated protein kinase (MAPK), Janus kinase (JAK)/signal transducer and activator of transcription (STAT), phosphatidylinositol 3-kinase (PI3K)/Akt, and nuclear factor-κB (NF-κB), leading to peripheral granulocytosis, splenomegaly, and thrombocytosis [1, 2]. Since the use of tyrosine kinase inhibitors (TKIs) for the management of CML was approved, its therapeutic outcomes have been dramatically improved. However, approximately 50% of patients relapse within 12 months after discontinuing TKI therapy, even if they have achieved a deep molecular remission [3–5]. Many patients require lifelong TKI treatment, which may lead to adverse reactions affecting the quality of life and escalation of costs of treatment.

These clinical observations indicated that the inhibition of BCR-ABL kinase activity alone cannot eliminate CML stem cells (LSCs) [6–8]. Previously, it has been reported that BCR-ABL-positive stem cells are detected in patients who maintain stable molecular response after long-term TKI treatment and even after stopping TKI therapy for many years [9–11]. Recent studies with single-cell molecular approach showed that a distinct subset of LSCs with deep quiescent signature persists during TKI-induced remission [12, 13]. These primitive CML LSCs do not depend on BCR-ABL1 activity for survival [14, 15]. Several key signaling molecules and pathways have been proposed to regulate survival and self-renewal of CML LSCs in the presence of TKI, including transforming growth factor (TGF)-β, Foxo, Hedgehog, Wnt, and JAK/STAT signaling [16–25]. The bone marrow (BM) microenvironment also sustains CML LSCs [26, 27]. Elucidation of molecular mechanisms that maintain LSCs is needed to develop novel therapeutic approaches for CML. However, the precise underlying mechanisms of BCR-ABL kinase inhibitor-resistance in LSC remain largely unknown.

The family of signal-transducing adapter proteins (STAPs), which contains STAP-1 and STAP-2, has been implicated in various intracellular signaling pathways. STAP-1 was cloned as a c-Kit interacting protein by yeast two-hybrid screening of an HSC library in 2000 [28]. Three years later, we cloned STAP-2 as a c-Fms interacting protein [29]. These proteins share 33% of overall amino acid identity and have pleckstrin homology and Src-homology 2 (SH2)-like domains, which represent typical structures of an adapter protein [28, 29]. STAPs have been shown to interact with several tyrosine phosphorylated proteins, including IκB kinase complex, STAT3 and STAT5, during inflammatory/immune response and tumorigenesis [28, 30–32]. Recently, we reported that STAP-2 binds to BCR-ABL via its SH2-like domain, and enhances proliferation of CML cells as well as their resistance to imatinib [32].

It is still unknown whether STAP-1 plays a role in CML development, although STAP-1 is expected to exhibit similar functions based on the structural homology between STAP-1 and STAP-2. Given the hematopoietic expression of STAP-1, we hypothesized that STAP-1 might also contribute to the function of LSCs. Here we investigated the role of STAPs in CML using an in vivo experimental mouse model.

## Results

### Aberrant upregulation of STAP-1 expression in human CML stem cells

We first evaluated STAP-1 and STAP-2 expression in human BM. We collected samples from healthy donors and CML chronic phase (CML-CP) patients, and isolated Lin^−^ CD34^+^ CD38^+^ hematopoietic progenitor cells and Lin^−^ CD34^+^ CD38^−^ HSCs (Fig. 1a). Interestingly, STAP-1 mRNA expression in the stem cell compartment was significantly higher in CML patients than that in healthy donors, whereas we found no difference in the expression of STAP-2 (Fig. 1b). Our observation of increased STAP-1 expression in CML stem cells corresponded to two gene expression databases obtained from previous studies [12, 33]. To study the role of STAP-1 in CML pathogenesis, we infected human CML CD34^+^ cells obtained from six patients with control or STAP-1 short hairpin RNA (shRNA) lentivirus, and evaluated the ability of colony formation (Supplementary Fig. S1). It was observed that STAP-1 protein level was reduced to about 50% in CML specimens without antibiotic selection of knockdown cells. Despite of the low transduction efficiency, STAP-1 knockdown reduced recovered CML colony-forming cells to 89.86 ± 6.41% of control (Fig. 1c; *p* < 0.005). These results alluded to the possibility that the aberrant expression of STAP-1 in LSCs is involved in leukemogenesis of CML and specific features of CML stem cells.

**Fig. 1:**
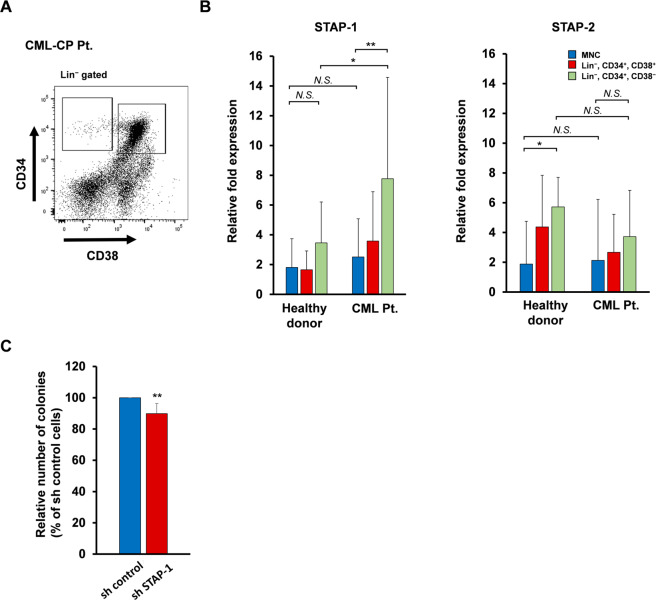
The expression of STAP-1 aberrantly increased in human CML LSC subset. **a**, **b** BM cells were collected from healthy donor (*n* = 7) and newly diagnosed chronic CML patients (*n* = 8), and Lin^−^ CD34^+^ CD38^−^ hematopoietic stem cells and Lin^−^ CD34^+^ CD38^+^ hematopoietic progenitor cells were sorted using flow cytometry. **a** The representative data of flow cytometry are shown. **b** STAP-1 and STAP-2 mRNA were measured by real-time RT-PCR in the indicated subsets. Bar graph shows expression levels of STAP-1 and STAP-2 mRNAs normalized to data from MNC fraction of healthy donor. **c** Lin^−^ CD34^+^ BM cells from newly diagnosed chronic CML patients (*n* = 6) were transduced with control or STAP-1 shRNA lentivirus, cultured in triplicates in methylcellulose medium for 14 days, and colonies were counted. Data are shown as mean ± SD. *p < 0.05 and **p < 0.01 indicate significant difference. MNC mononuclear cells, NS not significant.

### STAP-1 maintains LSCs in CML mice

The effect of STAP-1 on hematopoiesis remains unknown, while STAP-2 does not affect hematopoiesis at steady state [34]. Quantitative PCR experiments showed that STAP-1 mRNA level in mice is upregulated in the long-term HSC compartment (LSK CD34^−^ CD48^−^ CD150^+^). STAP-1 expression decreased according to differentiation stage (Fig. 2a). To identify the role of STAP-1 in hematopoietic cells, we generated STAP-1 knockout (KO) mice. Offsprings were born at the expected Mendelian ratio from intercrosses of heterozygotes as well as incrosses of homozygotes. Adult STAP-1 KO mice appeared to be viable and showed no apparent abnormalities. The PB cell count and biochemical parameters related to liver or kidney functions were generally normal in STAP-1 KO mice (Fig. 2b). WT and STAP-1 KO BM contained similar frequencies of multipotent stem and progenitors (Fig. 2c). With respect to the effects on HSC stemness, the numbers and sizes of colonies recovered from WT and KO Lin^−^ Sca-1^+^ c-Kit^high^ (LSK) cells were comparable in colony-forming assays (Fig. 2d). The capacity of reconstitution of KO HSCs was sustained in primary and secondary recipients of serial transplantation experiments (Fig. 2e). The BM chimerism and lineage composition were also equivalent between the two groups. These data showed that STAP-1 does not affect normal hematopoiesis.

**Fig. 2:**
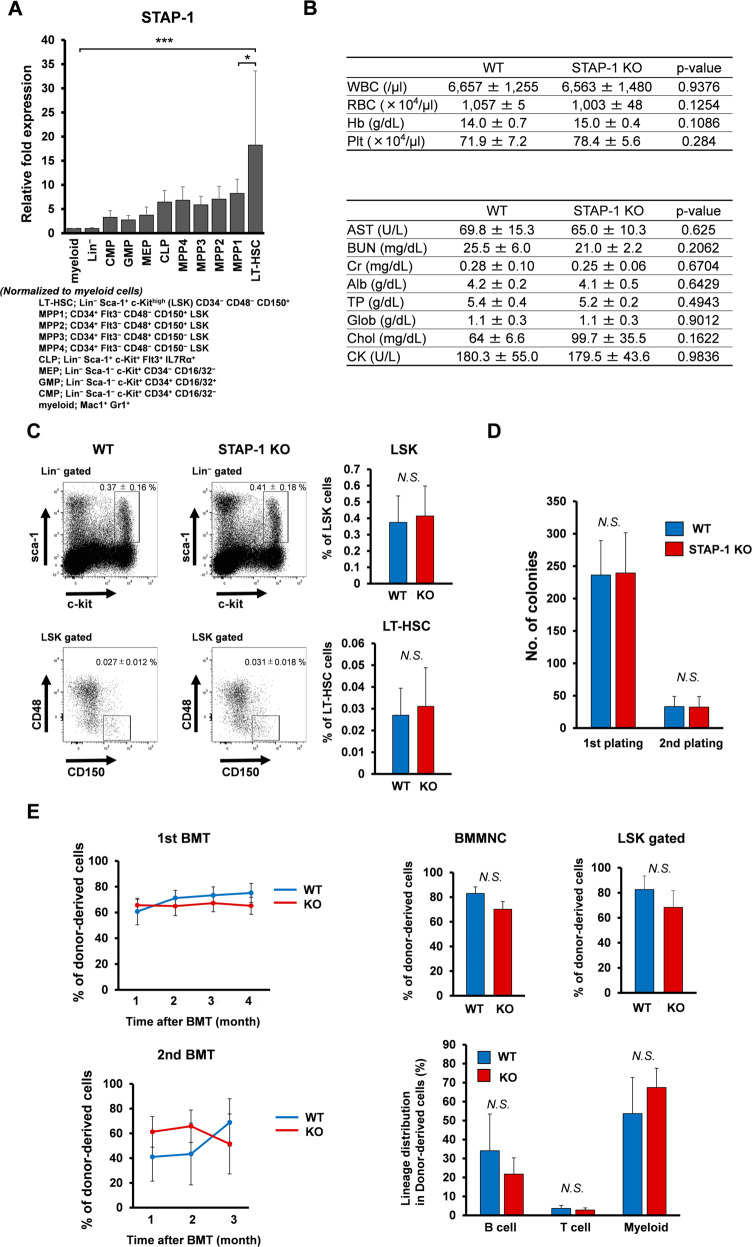
STAP-1 does not affect normal murine hematopoiesis. **a** The indicated subsets of hematopoietic cells derived from WT C57BL/6 mice were analyzed for STAP-1 expression by real-time RT-PCR (*n* = 3). STAP-1 transcript levels were normalized to myeloid subset. **b** Blood counts (WT, *n* = 5; STAP-1 KO, *n* = 7) and biochemical parameters (WT, *n* = 4; STAP-1, KO *n* = 4) were evaluated using peripheral blood. **c** The frequency of LSK and LT-HSC (CD48^−^ CD150^+^ LSK) cells from WT and STAP-1 KO mice was analyzed. Representative flow cytometry plots for identification of LT-HSC were shown (left panels). Bar graph represents mean proportion of LSK cells or LT-HSCs (WT, *n* = 9; STAP-1 KO, *n* = 8). **d** LSK cells from WT or STAP-1 KO BM (*n* = 6) were cultured in methylcellulose medium for 7 days, colonies were counted, and cells were serially replated. **e** WT or STAP-1 KO LSK cells (5000 cells, Ly5.2) were transplanted into lethally irradiated recipients (Ly5.1). At 4 months after transplantation, 2 × 10^6^ whole BM cells from the primary recipient mice were transplanted into the secondary recipient mice (Ly5.1). The left line graphs represent the mean percentages of donor chimerism in recipient’s PB at the indicated time points after transplantation (WT, *n* = 9; STAP-1 KO, *n* = 7 for the first BMT, and *n* = 11 per group for the second BMT). Upper bar graphs represent chimerism of donor-derived cells in BMMNC cells and LSK cells from primary BMT recipients of WT or STAP-1 KO LSK cells 4 months after primary BMT (WT, *n* = 9; STAP-1 KO, *n* = 7). Lower bar graph represents differentiation status (B220^+^ B cells, CD3^+^ T cells, or Mac-1/Gr-1^+^ myeloid cells) in BM cells from primary BMT recipients of WT or STAP-1 KO LSK cells 4 months after primary BMT (WT, *n* = 9; STAP-1 KO, *n* = 7). Data shown represent the mean ± SD. *p < 0.05 and ***p < 0.001 indicate significant difference. BMMNC bone marrow mononuclear cell, NS not significant.

We previously demonstrated that STAP-2 interacts with BCR-ABL by its SH2-like domain [32]. Similarly, co-immunoprecipitation assays revealed that STAP-1 also binds with BCR-ABL (Fig. 3a). We examined the functional role of STAP-1 and STAP-2 in vivo using CML mouse model. BM LSK cells were transduced with p210 BCR-ABL, and transplanted into lethally irradiated recipients (Fig. 3b). As previously reported, the recipients developed and succumbed to CML within 3 weeks after the transplantation. We found that STAP-1 KO CML mice showed significantly longer survival than WT CML mice (Fig. 3c). Consistent with this finding, at day 11 after transplantation, white blood cell counts in PB and the number of leukemic cells in BM of STAP-1 KO CML mice remained significantly decreased than those of WT CML mice (Fig. 3d). In addition, STAP-1 KO CML mice displayed much less severe splenomegaly and lung hemorrhages (Fig. 3e). When LSCs in primary CML mice were analyzed, we found that the proportions and absolute numbers of GFP^+^ LSK cells in STAP-1 KO CML mice were significantly lower compared to those in WT (Fig. 3f). To evaluate the number of functional LSCs, we conducted serial transplantation (Fig. 3c). In the secondary BM transplantation (BMT), no mice injected with STAP-1 KO GFP^+^ cells developed CML, while 36.7% of the mice transplanted with GFP^+^ cells derived from WT mice developed leukemia within 28 days. Furthermore, when we used GFP^+^ LSK cells as a source of secondary BMT, STAP-1 KO CML mice significantly survived longer than WT CML mice. These results indicated that the deletion of STAP-1 decreases the number and frequency of LSCs in CML model mice.

**Fig. 3:**
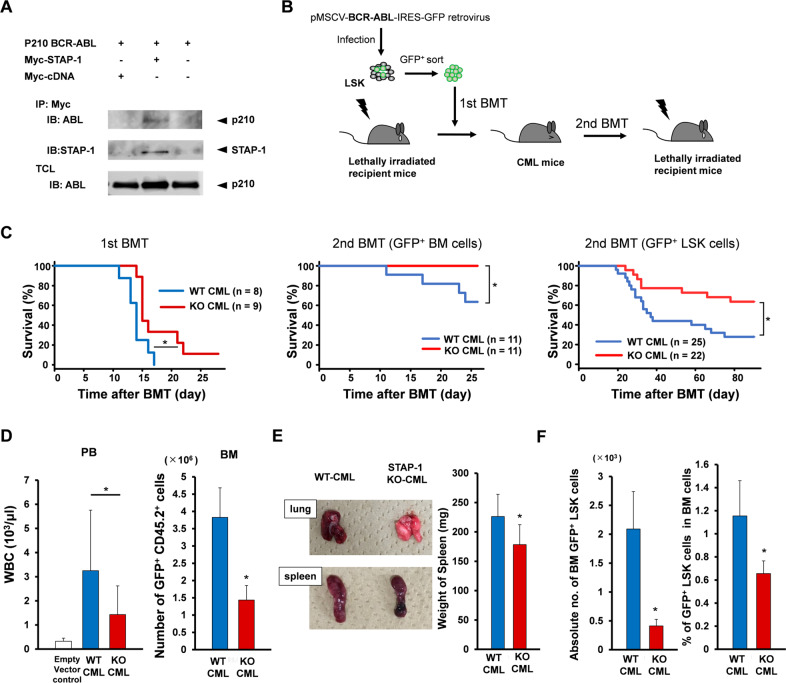
STAP-1 deficiency improves OS in in vivo CML mouse model. **a** BCR-ABL-transduced 293T cells were either or not co-transfected with Myc-tagged STAP-1. The cells were lysed, immunoprecipitated with anti-Myc antibody, and blotted with anti-ABL (upper panel) or anti-STAP-1 antibody (middle panel). An aliquot of total cell lysate (TCL) was also blotted with anti-ABL antibody (lower panel). **b** Experimental strategy for generation of CML mouse model. BCR-ABL-transduced LSK cells (1 × 10^4^ cells, Ly5.2) were transplanted into lethally irradiated recipients (Ly5.1). For serial transplantation, GFP^+^ BM cells or GFP^+^ CD45.2^+^ LSK cells from primary CML mice were isolated at day 11 after first BMT, and transplanted into lethally irradiated secondary recipient mice (Ly5.1). **c** Kaplan–Meier survival curves for primary and secondary recipients of BCR-ABL-transduced cells from WT or STAP-1 KO donor mice are shown. **d** The total numbers of peripheral white blood cells and GFP^+^ CD45.2^+^ cells in BM were analyzed at day 11 after first BMT (WT, *n* = 13; STAP-1 KO, *n* = 11). **e** Gross appearance of the lungs and spleens at day 11 after first BMT is shown. Bar graph represents the spleen weight of primary CML mice (WT, *n* = 11; STAP-1 KO, *n* = 12). **f** Leukemic stem cells (LSCs; GFP^+^ LSK cells) in BM of primary CML mice were analyzed at day 11 after first BMT. The proportions and total numbers of CML LSCs in BM were calculated (WT, *n* = 13; STAP-1 KO, *n* = 11). Data are shown as mean ± SD. *p < 0.05 indicates significant difference.

When we evaluated the effects of STAP-2 deficiency in CML mouse model, we could not detect any differences in survival period between WT and STAP-2 KO CML mice (Supplementary Fig. S2). To explore a potential complementary effect of STAP-1 and STAP-2, STAP-1 and STAP-2 double KO CML mice were generated. Overall survival of double KO CML mice was similar to that of STAP-1 KO mice (Supplementary Fig. S2). Taken together, we concluded that STAP-1 plays a crucial role in survival of CML mice via the maintenance of LSCs.

### STAP-1 suppresses apoptosis in CML LSCs

We next performed colony-forming assay to examine whether STAP-1 affects self-renewal of CML LSCs. STAP-1 KO LSCs generated fewer colonies compared to WT LSCs during the first and second plating (Fig. 4a). We also conducted the same experiments with LK progenitor cells, and the total number and types of colonies recovered are indistinguishable between WT and STAP-1 KO (Supplementary Fig. S3), indicating that STAP-1 does not affect the progenitor fraction. When we analyzed the cell cycle status, no significant difference was observed between WT and STAP-1 KO LSCs (Fig. 4b, c). In contrast, STAP-1 KO LSCs exhibited a significantly higher apoptotic rate than WT LSCs as revealed by flow cytometric analysis (11.52 ± 8.11% in WT vs. 27.02 ± 6.66% in KO; *p* < 0.01) (Fig. 4d). The suppressive effect of STAP-1 on LSC apoptosis was confirmed with TUNEL analyses (Fig. 4e). These findings suggested that suppression of apoptosis induced by STAP-1 mediates longer survival of CML LSCs.

**Fig. 4:**
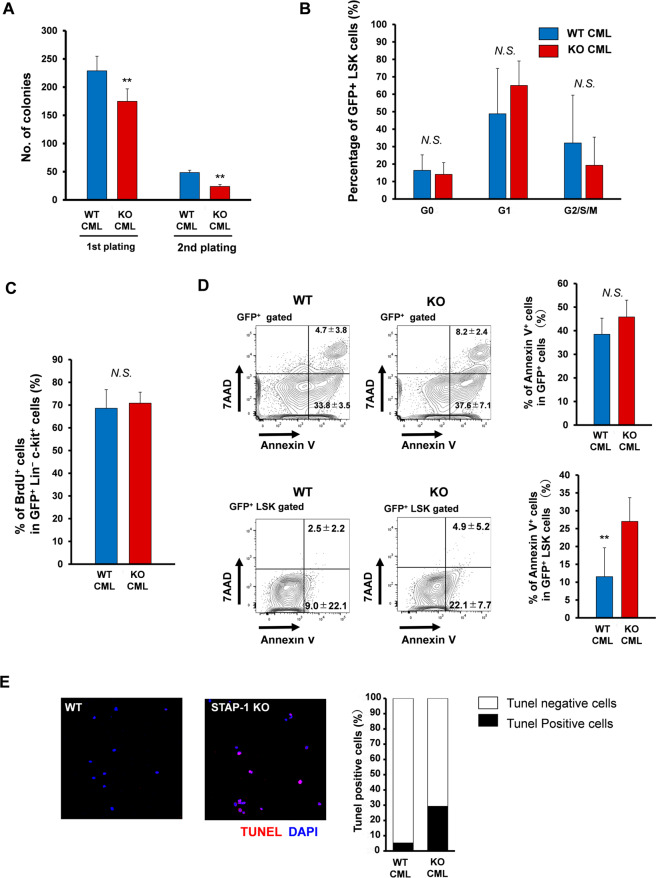
STAP-1 regulates apoptosis in CML LSCs. LSCs (GFP^+^ LSK cells) in BM of primary WT or STAP-1 KO CML mice were analyzed at day 11 after first BMT. **a** Sorted LSCs were cultured in methylcellulose medium for 7 days, colonies were counted, and cells were serially replated (*n* = 10 per group). **b** The cell cycle status of LSCs was analyzed by flow cytometry using Ki67 staining (*n* = 7 per group). **c** BrdU was administered to WT or STAP-1 KO CML mice in in vivo as described in Material and Methods to assess the cell cycle status of GFP^+^ Lin^−^ c-Kit^+^ cells with flow cytometry (*n* = 7 per group). **d** Cell apoptosis was analyzed by Annexin V and 7AAD in GFP^+^ cells or GFP^+^ LSK cells from primary WT or STAP-1 KO CML mice using flow cytometry. Representative flow cytometric data of the apoptosis are shown in left panel. The numbers in the plot indicate mean percentages ± SD of gated cells. Bar graph represents mean proportion of Annexin V^+^ cells (*n* = 7 per group). **e** Cell apoptosis was analyzed by TUNEL staining. Sorted LSCs were fixed and stained with TUNEL (red) and DAPI (blue). Bar graphs represent the proportion of TUNEL-positive cells. Data are representative of one of the two independent experiments with similar results. **p < 0.01 indicates significant difference. NS not significant.

### STAP-1 regulates LSC apoptosis via STAT5 signaling pathway

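RNA-seq was performed on leukemic stem cells (LSCs) of a mouse model of chronic myeloid leukemia (CML), in which bone marrow cells that carry BCR-ABL and green fluorescent protein (GFP) are transplanted into irradiated recipients. The cells were GFP+ CD45.2+ LSK cells, which lack lineage markers and express Sca-1 and c-Kit, sorted at day 11 after the first bone marrow transplantation (BMT). There was 1 library from WT donor cells and 1 library from STAP-1 KO donor cells, so that no difference between them has a replicate check and no p-value is given. The methods name an RNeasy Mini kit for the RNA extraction, whereas the sample labels name a miRNeasy kit. The cDNA was amplified with a low-input SMART-Seq kit and sequenced as 75-base single reads. The authors mapped the reads to mm10 (GRCm38) with TopHat and deposited, for each library, the FPKM values (fragments per kilobase of exon, scaled to the mapped fragments) that Cuffnorm gave for 23284 gene symbols. FPKM values are divided by transcript length and library size, so the files do not state how many reads stand behind a value. The low values nevertheless fall on steps. Among 912 genes below 0.3 FPKM in both libraries, the ratio at which 1 STAP-1 KO read was worth 0.716 of a WT read was the most frequent and was taken by 180 genes. In genes with a single annotated transcript, the steps were best described by a denominator of 7490000 reads in the WT library and 10470000 reads in the STAP-1 KO library, with 208 bases taken off each transcript. With these, 45.3% of 362 low WT values and 50.1% of 357 low STAP-1 KO values lay within 0.01 of a whole read, against 2% by chance. These denominators can include a scaling by Cuffnorm and are therefore effective depths. For a transcript of 2000 bases, 3 reads corresponded to 0.224 FPKM in the WT library and 0.16 FPKM in the STAP-1 KO library. In the WT library 9149 genes were listed at 0 FPKM, and in the STAP-1 KO library 8996 genes were. Ratios are given as log2((STAP-1 KO + 0.1)/(WT + 0.1)), which understates the change of genes with low values. The median log2 ratio of the 10974 genes with a mean of at least 1 FPKM was -0.04.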

To further elucidate the effects of STAP-1, we performed a gene expression analysis of WT and STAP-1 KO CML LSCs. Putative differentially expressed genes were identified by RNA-sequencing (RNA-seq; twofold change cut-off). 

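The targeted gene was examined first. Stap1, on chromosome 5 of GRCm38 from 86071746 to 86106125 on the plus strand, had 62.0 FPKM in the WT library and 0.309 FPKM in the STAP-1 KO library, which correspond to about 1458 and 10.2 estimated reads. Its log2 ratio of -7.25 matches the genotypes given in the labels. The related adaptor gene Stap2, on chromosome 17, had 2.60 FPKM in the WT library and 4.91 FPKM in the STAP-1 KO library, a difference below the 2-fold cut-off. Of the antigens by which LSK cells are sorted, Kit had 468 FPKM in the WT library and 30.1 FPKM in the STAP-1 KO library, and Ly6a, which encodes Sca-1, had 285 and 106 FPKM. Cd34 had 281 and 194 FPKM. Kit and Ly6a were thus lower in the STAP-1 KO library by more than the 2-fold cut-off, although both libraries were sorted for these antigens. Their mRNA does not measure the antigens on the cell surface. A difference in cell composition may also give these falls, so it is open whether the sorted populations held comparable cells.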

There was a total of 3792 differentially expressed genes between WT and STAP-1 KO LSCs, among which 1256 (33.1%) genes were upregulated, while 2536 (66.9%) genes were downregulated (Fig. 5a).

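With both libraries at 0.1 FPKM or more, which is the area coloured in Fig. 5a, 12507 genes could be compared. Of these, 1538 genes were at least 2-fold higher and 2860 genes at least 2-fold lower in the STAP-1 KO library, 4398 genes in all. The genes that were lower made up 65.0% of them (95% Wilson interval from 63.6% to 66.4%, which covers only the counting of genes). The FPKM floor and the fold cut-off decided how many genes were counted. The largest change came from a 4-fold cut-off, which left 300 genes that were higher and 1071 genes that were lower. In each of the settings chosen before the data were examined, more genes were lower than higher. Among the genes past the cut-off, the largest falls at a pseudocount of 1 FPKM were those of Csf1 (369 FPKM in the WT library and 3.66 FPKM in the STAP-1 KO library), Anpep (151 and 1.07 FPKM), Pla2g7 (223 and 3.30 FPKM), Stap1 and Hba-a2 (773 and 15.9 FPKM). The largest rises were those of Prg2 (2.12 and 61.7 FPKM), Ms4a3 (41.5 and 460 FPKM), Gm6644 (0.432 and 14.5 FPKM), Hba-a1 (34.8 and 380 FPKM) and Anxa3 (7.59 and 85.97 FPKM). Hba-a1 and Hba-a2 are near-identical copies on chromosome 11 whose reads can be divided between them arbitrarily, and their opposite changes are uncertain. Their summed FPKM was 807 in the WT library and 396 in the STAP-1 KO library.

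**Figure D1:**
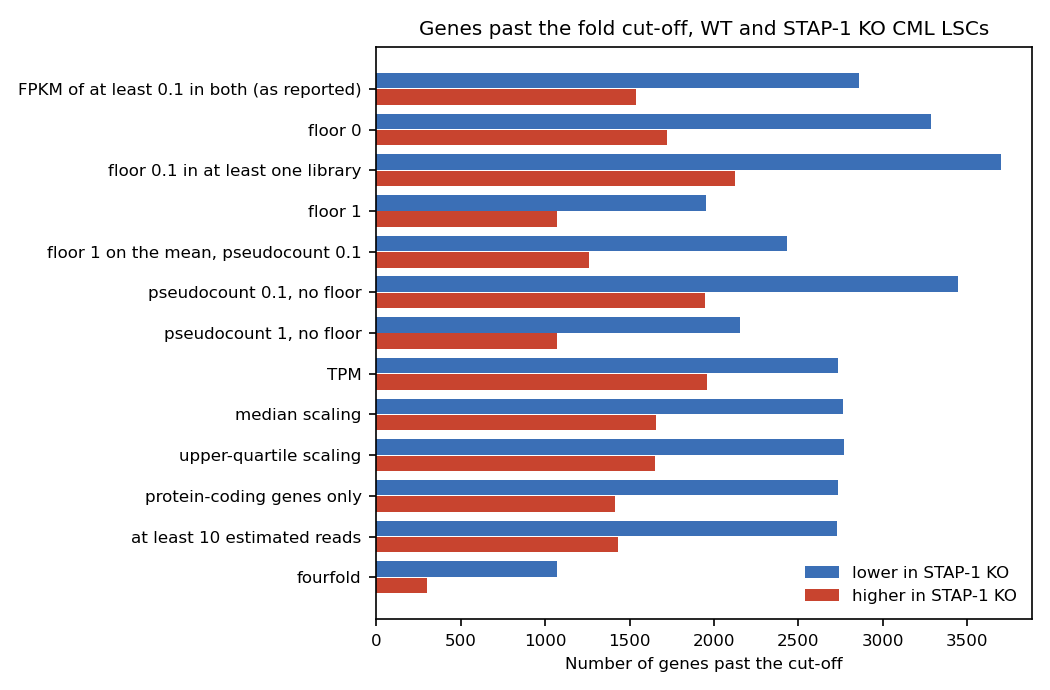
Number of genes past the fold cut-off under each setting chosen before the data were examined, with genes lower in the STAP-1 KO library in blue and genes higher in red. The setting reported in the text is the top pair of bars, with 2860 and 1538 genes, and blue exceeds red in every pair.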

**Fig. 5:**
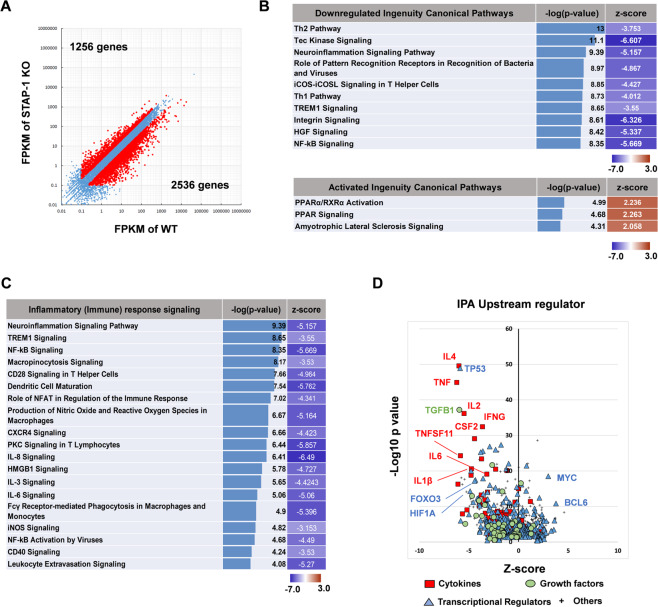
STAP-1 affects JAK/STAT signaling as well as PPAR signaling pathways. Gene expression profiles of CML LSCs at day 11 after first BMT between WT and STAP-1 KO mice were compared by RNA-seq analysis. **a** Scatter plot represents the mean of normalized counts. In all, 3792 genes (2536 downregulated genes; 1256 upregulated genes) were differentially expressed (twofold change) in STAP-1 KO LSCs (*y*-axis) relative to WT LSCs (*x*-axis). **b**–**d** Gene expression data were subjected to bioinformatics analysis by Ingenuity Pathway Analysis. For each signaling pathway, an enrichment *p* value and a *z*-score of activation were calculated. Pathways that were predicted to be downregulated or upregulated in STAP-1 KO CML LSCs compared with WT CML LSCs are shown in (**b**). Pathways involved in inflammatory responses are shown in (**c**). Upstream regulatory candidates are shown in (**d**). Candidates of interest are labeled.

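The ratio of the libraries varied with the length of the transcript. Across the 10865 genes with a mean of at least 1 FPKM and an annotated transcript in GENCODE M21, Spearman's rank correlation between the log2 ratio and the length of the longest transcript was -0.37. This is a correlation across genes within 1 pair of libraries, and genes are not independent replicates. Among the 1087 genes with the shortest transcripts, up to 1300 bases, the median log2 ratio was 0.51, and among the 1086 genes with the longest, from 6380 bases, it was -0.98.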

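Counting noise was estimated from the effective depths. When reads were drawn at random 20 times for the genes matched to an annotated transcript, with the same expression in both libraries, on average 307 genes (from 285 to 334) passed the 2-fold cut-off, against 4348 observed among the same genes. When only genes with at least 10 estimated reads in the library with the higher value were kept, 1431 genes were higher and 2728 genes were lower in the STAP-1 KO library. These figures cover the counting of reads and not the variation between mice or between library preparations.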

Using the differentially expressed gene list, we identified the pathways that were significantly affected (*p* < 0.0001) in STAP-1 KO CML LSCs using Ingenuity Pathway Analysis. 

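The Ingenuity lists were not used here. Gene lists for pathways of Fig. 5 and for targets of TGFB1, HIF1A, p53, FOXO3 and MYC were written from general knowledge before the data were examined. The lists of pathway components hold genes without regard to whether they promote or restrain the pathway. A median of their mRNA therefore does not measure pathway activity. No target list was written for IL1B, IL6 or BCL6. The median log2 ratio of each list was taken over its members with a mean of at least 1 FPKM. To describe where a list lay, its median was ranked among the medians of 10000 random lists of the same size matched on mean FPKM in 20 bins. A list outside the central 95% of the random lists stands apart from most lists of these 2 libraries and is not a test of the genotype. Mast cell and basophil marker genes made up 8.92% of the FPKM of the WT library and 1.03% of that of the STAP-1 KO library. Features under 200 bases were left out of these shares. A difference in cell composition may therefore also lower or raise a list and was not tested for the pathway lists. In simulated libraries without a change, 12 of 200 random lists fell outside these limits. The genes varied independently in that simulation. It checks the ranking step and does not say how often a list of genes that vary together falls outside.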

We applied *z*-score value ≥ 2.0 for activated pathways and *z*-score ≤ −3.0 for inhibited pathways. 

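Among the lists written for the downregulated pathways of Fig. 5b, 42 integrin signaling components had a median log2 ratio of -1.32, and 39 of them had a log2 ratio below 0. The integrin genes Itga2 (11.8 FPKM in the WT library and 0.167 FPKM in the STAP-1 KO library), Itga9 (14.5 and 1.15 FPKM), Itgae (16.99 and 1.82 FPKM) and Itgb3 (27.7 and 3.55 FPKM) and the talin gene Tln1 (97.3 and 8.38 FPKM) changed most. The 36 Tec kinase signaling components had a median of -0.94, with 5 above 0, the 30 TREM1 signaling components a median of -1.53, with 6 above 0, and the 33 Th1 and Th2 pathway components a median of -1.32, with 10 above 0. All 4 medians lay at or below the 0.02 percentile of the random lists. Single members went the other way, and the granule enzyme gene Mpo of the TREM1 list rose from 248 FPKM in the WT library to 1973 FPKM in the STAP-1 KO library.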

A total of 76 pathways were significantly altered in STAP-1 KO CML LSCs (Fig. 5b). 

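The 41 NF-κB pathway components with a mean of at least 1 FPKM had a median log2 ratio of -0.92 (percentile 0.02 among random lists). Of these, 20 passed the 2-fold cut-off downwards and 2 upwards. With members of at least 5 FPKM only, the median was -0.53 (percentile 1.04). The toll-like receptor gene Tlr2 had 93.1 FPKM in the WT library and 7.795 FPKM in the STAP-1 KO library, Traf1 had 28.1 and 2.57 FPKM, and Tnfaip3 had 183 and 28.5 FPKM. The 44 JAK/STAT pathway components had a median of -0.75 (percentile 0.01), with 18 genes past the cut-off downwards and 1 upwards. The receptor genes Csf2rb2 (238 and 6.17 FPKM) and Csf2rb (260 and 26.2 FPKM) fell, while Csf3r (1.51 and 13.3 FPKM) rose. The 27 inflammatory cytokine and chemokine genes had a median of -1.47 (percentile 0.01), with 18 genes past the cut-off downwards and 3 upwards. Among them, Ccl2 had 383 FPKM in the WT library and 15.8 FPKM in the STAP-1 KO library. The falls of these lists cannot be told apart from a smaller share of mast cells in the STAP-1 KO library. For PPAR signaling, the 27 target genes had a median of -0.48 (percentile 2.98), with 6 genes past the cut-off downwards and 1 upwards. The percentile was 1.99 at a pseudocount of 1 FPKM and 1.54 among random lists matched also on transcript length. When only members with a mean of at least 5 FPKM were kept, the median was 0.00 (percentile 32.59). The paper's Fig. 5b lists PPAR signaling among the activated pathways, a direction that this list does not show. Of the receptors themselves, Ppara was listed at 0 FPKM in both libraries, Ppard had 0.443 and 0.540 FPKM, and Pparg had 1.54 and 2.15 FPKM, while the partner gene Rxra had 3.14 and 0.604 FPKM.

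**Figure D2:**
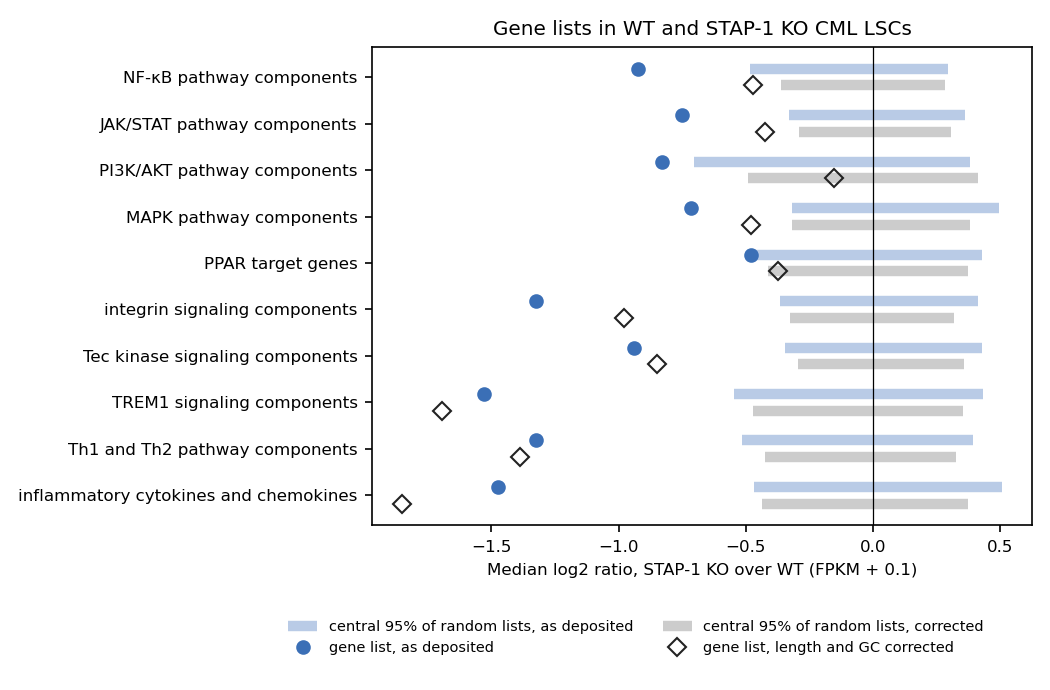
Median log2 ratio of STAP-1 KO over WT for 10 gene lists, as deposited (filled circles) and after a correction for transcript length and GC content that was chosen after seeing the data (open diamonds). The bar beside each symbol is the central 95% of random lists under the same values. The circle of the PPAR target genes, -0.48, lies just inside a bar that starts at -0.49, and the other 9 circles lie to the left of theirs.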

The peroxisome proliferator-activated receptor (PPAR) pathway and several inflammatory pathways, such as NF-κB and JAK/STAT, which are known to be important in CML LSC maintenance [19–25], are also affected by STAP-1 ablation (Fig. 5b, c). Among upstream regulators, a number of cytokines and transcription factors, such as TGFB1, IL1B, IL6, MYC, TP53, BCL6, FOXO3, and HIF1A, were identified (Fig. 5d). These molecules have previously been reported to regulate the survival and maintenance of CML LSCs [16, 23–25, 35–37]. These results suggested that STAP-1 regulates LSC survival via various pathways.

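The expression of the regulators themselves was as follows, with the WT value first. Tgfb1 had 176.7 and 75.6 FPKM, Il1b 199 and 39.5 FPKM, Il6 384 and 52.1 FPKM, Bcl6 1.21 and 0.341 FPKM, and Hif1a 130 and 36.5 FPKM, all at least 2-fold lower in the STAP-1 KO library. Foxo3 was lower by a ratio near the cut-off, with 1.44 and 0.677 FPKM, and its log2 ratio of -0.99 became 0.05 after a correction for transcript length and GC content. Myc, on chromosome 15, was higher in the STAP-1 KO library, with 59.3 and 169 FPKM. Trp53, on chromosome 11, rose from 107 to 191 FPKM, which is below the cut-off, and its log2 ratio of 0.84 became 1.02 after that correction. Upstream regulators are inferred from their targets and not from their own mRNA. The targets of IL1B, IL6 and BCL6 were not examined. The TGFB1 target list had a median log2 ratio of -1.56 over 19 genes, the HIF1A list -0.95 over 25 genes, the p53 list -0.77 over 24 genes and the FOXO3 list -0.66 over 21 genes, all below the 2.5th percentile of random lists. In these lists 3, 4, 5 and 5 genes, in the same order, had a log2 ratio above 0. After the correction the medians were -1.03, -0.77, -0.89 and -0.82, all still below the 2.5th percentile. For the p53 and FOXO3 lists the correction lowered the median further, so their place after it shows no stability. Among random lists matched also on transcript length, the FOXO3 list lay at percentile 3.3. The TGFB1, HIF1A and p53 lists stayed below the 2.5th percentile there. The MYC target list had a median of 0.96 over 35 genes, and 32 of the 35 had a log2 ratio above 0. Of the other cytokine genes labelled in Fig. 5d, Il4, Tnf and Csf2 were lower and Tnfsf11 was higher in the STAP-1 KO library by more than 2-fold. Ifng rose from 0.401 to 1.15 FPKM, which rests on about 3 and 12 estimated reads, and Il2 was listed at 0 FPKM in both libraries.

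**Figure D3:**
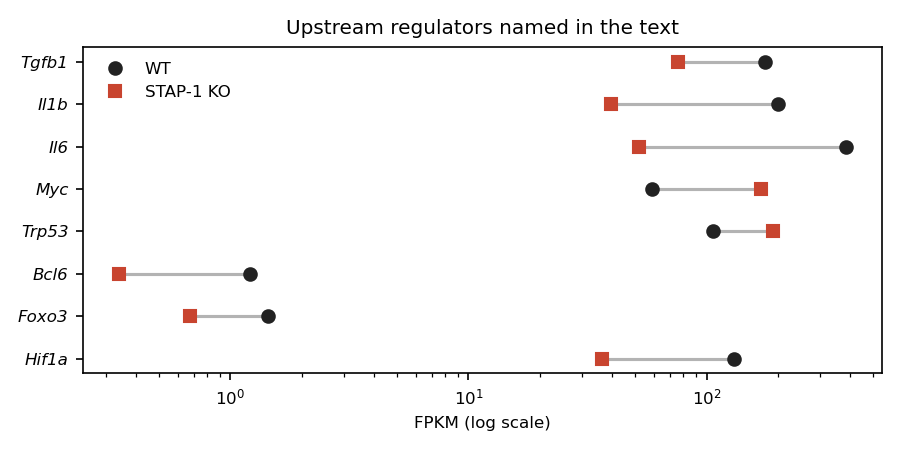
FPKM of the 8 named regulator genes in the WT library (circles) and the STAP-1 KO library (squares) on a log axis, 1 library per genotype. Myc and Trp53 are the genes whose square lies to the right of the circle.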

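Genes that act in cell survival did not all move alike. The 12 antiapoptotic genes had a median log2 ratio of -0.99 (percentile 2.2 among random lists), and 11 of them were lower in the STAP-1 KO library, with Birc5 as the exception (118 and 276 FPKM). The 19 proapoptotic genes had a median of -0.18 (percentile 27.0), within the random lists. The 17 STAT5 target genes had a median of -0.93 (percentile 0.06). After the correction for transcript length and GC content it was -0.49 (percentile 1.73). Of the 17 genes, 7 were past the cut-off downwards and 2 upwards, and 3 had a log2 ratio above 0. Myc (59.3 and 169 FPKM) was among those that rose, and Il2ra had 346 FPKM in the WT library and 24.3 FPKM in the STAP-1 KO library, Cish 432 and 133 FPKM, and Osm 597 and 204 FPKM. From the pathways and upstream regulators inferred from the genes that differed, and from earlier reports on these regulators, the paper proposes that STAP-1 acts on LSC survival through several pathways.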

Results of the transcriptome analyses led us to investigate inflammatory signaling pathways, such as JAK/STAT, PI3K/AKT, and MAPK. 

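Among the signaling genes, Jak2 had 48.2 FPKM in the WT library and 13.1 FPKM in the STAP-1 KO library, Stat5b had 27.8 and 12.9 FPKM, Stat5a 20.8 and 18.3 FPKM, and Stat3 48.8 and 29.6 FPKM. The differences of Stat5a and Stat3 were below the cut-off, and their log2 ratios of -0.18 and -0.72 became 0.21 and 0.02 after the correction for transcript length and GC content. That of Stat5b went from -1.10 to -0.42. The 23 PI3K/AKT pathway components had a median log2 ratio of -0.83, at percentile 0.95 of the random lists. After the correction the median was -0.15, at percentile 26.0. Inpp5d had 112 and 16.4 FPKM and Pik3cg 47.5 and 8.96 FPKM. The 32 MAPK pathway components had a median of -0.72 (percentile 0.08) and of -0.48 after the correction (percentile 0.39). Dusp4 had 19.7 and 1.85 FPKM and Fos 1359 and 460 FPKM, whereas Dusp2 rose from 21.3 to 73.5 FPKM. Since the lists hold components whatever their effect on the pathway, these medians do not measure its activity or the phosphorylation of its proteins.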

The evaluation of phosphorylated forms of their target proteins revealed a decrease in the levels of STAT5 in STAP-1 KO leukemic cells (Fig. 6a). The augmentation of STAT5 phosphorylation by STAP-1 deficiency was observed prominently in LSCs subset (Fig. 6b). We also investigated the mRNA expression of transcriptional targets of STAT5. As shown in Fig. 6c, the expression levels of Bcl-2 and Bcl-xL were significantly downregulated in STAP-1 KO LSCs as compared with control cells. Constitutively active STAT5 rescued the expression of Bcl-2 and Bcl-xL in LSCs inhibited by STAP-1 deletion (Fig. 6d). These data indicated that STAP-1 positively regulates the expression of antiapoptotic genes via STAT5 signaling pathway.

**Fig. 6:**
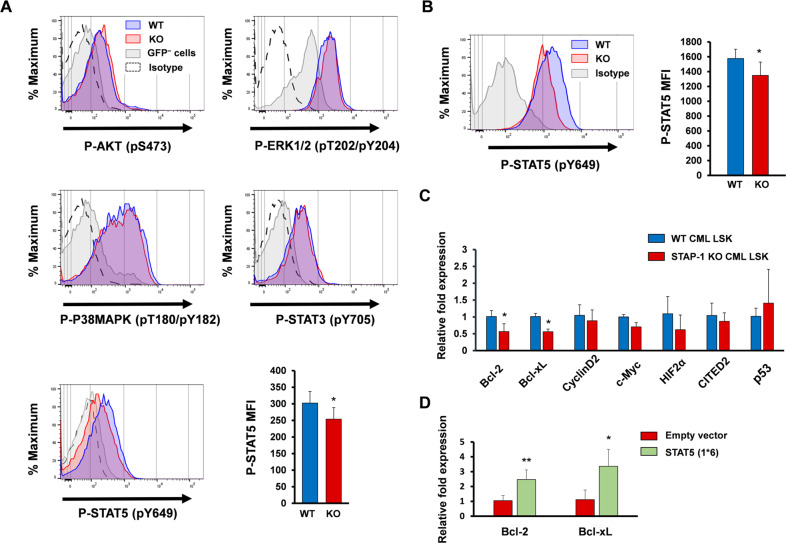
STAP-1 regulates the expression of antiapoptotic proteins via STAT5 signaling pathway. **a** Phosphorylation status of AKT (pS473), ERK1/2 (pT202/pY204), P38MAPK (pT180/pY182), STAT3 (pY705), and STAT5 (pY649) in GFP^+^ cells from WT or STAP-1 KO CML mice, at day 11 after first BMT, were analyzed by flow cytometry. Histograms show the mean fluorescence intensity (MFI) on the *x*-axis and events normalized to Mode on the *y*-axis. Histograms are representative of three independent experiments. Bar graph represents MFI of phosphorylated STAT5 (*n* = 7 per group). **b** Phosphorylation status of STAT5 (pY649) in LSCs from WT or STAP-1 KO CML mice was analyzed by flow cytometry. Histograms are representative of three independent experiments (left panel). Bar graph represents MFI of phosphorylated STAT5 (*n* = 8 per group). **c** mRNA expression of STAT5 target genes was measured by real-time RT-PCR in CML LSCs from primary CML mice (*n* = 7 per group). Results are normalized to WT mice. **d** STAP-1 KO CML LSCs were transduced with constitutively active STAT5A, and mRNA expression of Bcl-2 and Bcl-xL was measured by real-time RT-PCR (*n* = 3). Results are normalized to control. Data are shown as mean ± SD. *p < 0.05 and **p < 0.01 indicate significant difference.

### STAP-1 inhibition is a possible therapeutic target in LSC elimination

To examine the clinical significance of STAP-1 inhibition, the synergetic effects between STAP-1 deletion and TKI were studied in CML cell lines. We established STAP-1 knockdown human CML cell lines (K562, KU812, and KCL22) using shRNA. The interference of STAP-1 expression was confirmed using quantitative real-time PCR (Fig. 7a). Although knockdown of STAP-1 showed no effects on proliferation in CML cell lines, a decrease in levels of phosphorylated STAT5 was observed (Fig. 7b). When we added the first generation TKI, imatinib, into cell cultures, STAP-1 knockdown clones exhibited higher sensitivity to imatinib, indicating that STAP-1 has an additive effect with imatinib (Fig. 7c).

**Fig. 7:**
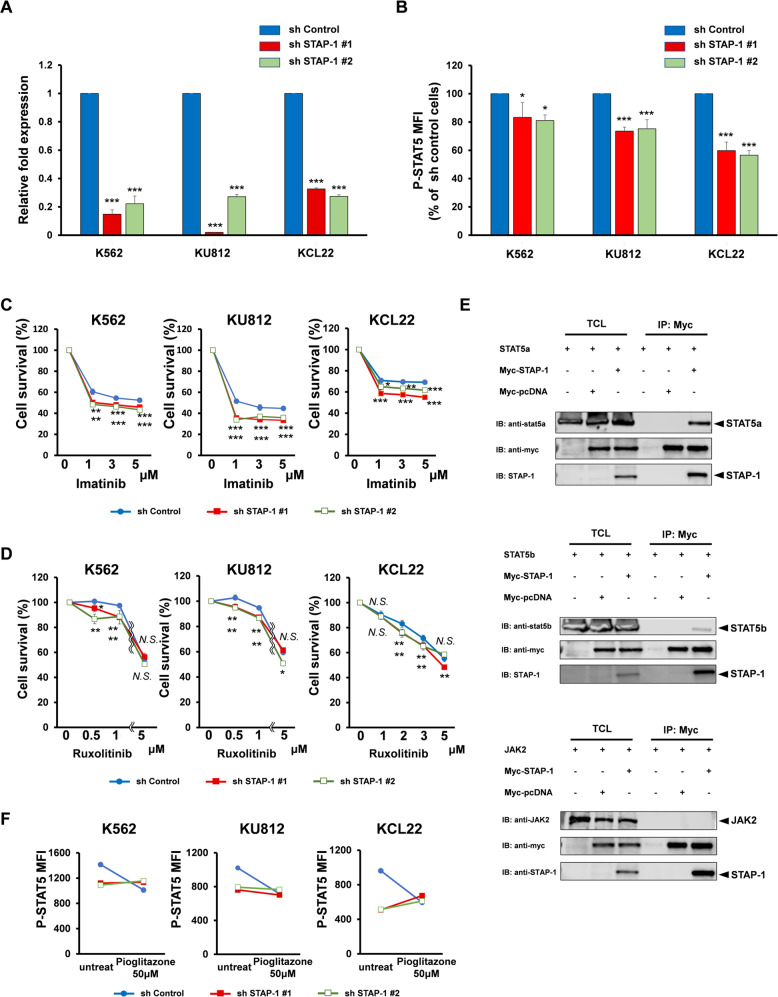
STAP-1 regulates STAT5 via JAK and PPAR signaling in CML. **a** STAP-1 knockdown CML cell lines were established using short hairpin RNA. Total RNA samples isolated from these cells were quantified by real-time RT-PCR. Data represent the levels of these mRNAs normalized to control (sh control). Data of a representative experiment, which was repeated at least three times with similar results, are shown. **b** Phosphorylation status of STAT5 (pY649) in CML cell lines was analyzed by flow cytometry. Bar graph represents MFI of phosphorylated STAT5 normalized to sh control cells (*n* = 6). CML cell lines were treated with imatinib (**c**) or ruxolitinib (**d**) at the indicated concentrations for 24 h. Growth inhibitory effect on these cells was determined. The data represent the means of triplicate experiments. Similar results were obtained for three independent experiments. **e** 293T cells were transfected with STAT5a, STAT5b, or JAK2 in either presence or absence of Myc-tagged STAP-1. The cells were lysed and immunoprecipitated with anti-Myc antibody. An aliquot of total cell lysate (TCL) and the immunoprecipitates (IP) were blotted with anti-STAT5a, anti-STAT5b, anti-JAK2, anti-Myc, or anti-STAP-1 antibody. **f** STAP-1 knockdown CML cell lines were either or not treated with pioglitazone at 50 μM for 96 h and phosphorylation status of STAT5 (pY649) was analyzed. Data of a representative experiment, which was repeated at least three times with similar results, are shown. Data represent the mean ± SD. *p < 0.05, **p < 0.01, and ***p < 0.001 indicate significant difference.

We next examined the effects of STAP-1 in cultures treated with JAK2 inhibitor, ruxolitinib, since JAK2-STAT5 pathway has been reported to be involved in development of CML LSC [19–21, 38]. We found that the proliferation of STAP-1 KD clones was suppressed at lower concentration than control in the presence of ruxolitinib (Fig. 7d). We explored the interaction of STAP-1 with JAK2 or STAT5. Although the direct association between STAP-1 and JAK2 was not observed, the co-immunoprecipitation experiments revealed that STAP-1 binds not only to BCR-ABL, but also with STAT5, indicating that various pathways are involved in the STAT5 regulation by STAP-1 (Fig. 7e).

Efficient eradication of LSC by the inhibition of BCR-ABL signaling using PPARγ agonist, pioglitazone, has been previously reported [25]. The treatment with pioglitazone has been shown to induce LSC death by decreasing STAT5 transcription levels. STAP-1 knockdown CML cell lines showed diminished STAT5 phosphorylation compared to control cells; however, addition of pioglitazone failed to further suppress STAT5 phosphorylation (Fig. 7f) in STAP-1 knockdown clones. These results from cultures and transcriptome analyses (Fig. 5b) indicated that PPAR signaling pathway suppresses phosphorylation status of STAT5 via STAP-1.

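In the mouse LSC libraries behind Fig. 5b, 17 of the 27 PPAR target genes were lower and 10 were higher in the STAP-1 KO library. Their median log2 ratio of -0.48 lay at percentile 2.98 of random lists, and the percentile went from 1.54 to 32.59 with the setting. The paper's Fig. 5b lists PPAR signaling among the activated pathways. This list, which is not Ingenuity's, was not higher in the STAP-1 KO library. Among the largest changes were those of Me1 (28.8 FPKM in the WT library and 3.26 FPKM in the STAP-1 KO library), Abca1 (3.52 and 0.257 FPKM) and Slc27a1 (17.7 and 5.87 FPKM), which fell, and Fads2 (16.1 and 46.9 FPKM), which rose. From the pioglitazone cultures together with the pathway analysis of these libraries, the paper concludes that PPAR signaling lowers the phosphorylation of STAT5 through STAP-1.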

Using patient samples, we evaluated the effects of TKI treatment on the expression of STAP-1. STAP-1 expression was upregulated in CML LSCs as shown in Fig. 1, and it was maintained after treatment with imatinib (Fig. 8a). In addition, colony formation assay from CD34^+^ CML cells showed that the deletion of STAP-1 had the additive effects with imatinib in two out of six patients (Supplementary Fig. S4). These results suggested that STAP-1 might be involved in the resistance of imatinib in human CML LSCs.

**Fig. 8:**
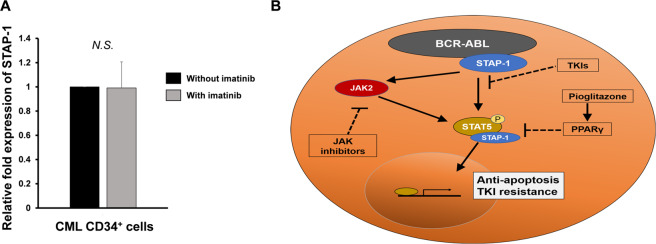
STAP-1 is a possible therapeutic target in CML. **a** Lin^−^ CD34^+^ BM cells were collected from newly diagnosed chronic CML patients (*n* = 6), and cultured in triplicates in liquid medium with or without 1 μM imatinib for 24 h. Total RNA samples isolated from these cells were quantified by real-time RT-PCR (*n* = 6 per group). Results are normalized to the untreated cells. Data are shown as mean ± SD. NS not significant. **b** Model for the role of STAP-1 in CML LSCs. STAP-1 binds to BCR-ABL and STAT5. STAP-1 positively regulates STAT5 phosphorylation status followed by change in cellular apoptosis and drug sensitivity in CML.

Taken together, STAP-1 inhibition increased the sensitivity to imatinib and ruxolitinib. Furthermore, STAP-1 decreased STAT5 phosphorylation directly as well as indirectly via PPAR signaling pathway. These data indicated that STAP-1 inhibition is a possible therapeutic strategy for LSC elimination in CML.

## Discussion

In this study, we demonstrated that STAP-1 plays crucial roles in the maintenance of CML LSCs. Using CML mouse model, we showed that STAP-1 suppresses apoptosis and maintains CML LSCs (Fig. 4). STAP-1 deficiency inhibits STAT5 phosphorylation, and downregulation of antiapoptotic genes, such as Bcl-2 and Bcl-xL, in CML LSCs (Fig. 6). Furthermore, several evidences indicate that STAP-1 affects the regulation of LSCs in the both BCR-ABL-dependent and -independent ways (Fig. 7). This is the first report describing the functional role of STAP-1 in CML. Our results revealed STAP-1 to be a novel regulator of CML LSCs.

Human STAP-1 was identified as a Tec-interacting protein, termed as BRDG1, in 1999 [39]. Similar to another member of STAP family, human STAP-1 binds with the kinase domain and its structure suggested the role as an adapter protein. Consequently, murine STAP-1 was identified as a c-Kit interacting protein [28]. However, there have been few reports published for almost two decades since their discovery [28, 39–42]. Stoecker et al. reported that STAP-1 expression is induced in pro-inflammatory microglia and macrophages, which contribute to neuronal apoptosis and degeneration [41]. We also found the role of STAP-1 in NKT cell-mediated autoimmune hepatitis (manuscript in preparation). Most recently, Steeghs et al. reported that high expression of STAP-1 was identified in pediatric B-cell precursor (BCP) acute lymphoblastic leukemia (ALL) [42]. Microarray results from 572 patients showed that the expression of STAP-1 is increased in about 20% of samples including those with and without BCR-ABL fusion gene. They conducted several culture experiments using STAP-1 knocked down BCP-ALL cell lines (Nalm-6 and Kasumi-2); however, no effects on cell proliferation or drug resistance were observed [42]. In our study, the expression of STAP-1 is upregulated with CML incidence, and STAP-1 is required for survival and maintenance of LSCs in CML mice. On the other hand, we could not detect the functional role of STAP-1 in differentiated fraction of CML cells.

Previously, we have demonstrated that STAP-2 enhances BCR-ABL activity [32]. STAP-2 overexpression in p210 BCR-ABL expressing Ba/F3 cells promotes proliferation and resistance to imatinib. STAP-2 also affects downstream signaling molecules, including ERK, STAT5, Bcl-xL, and Bcl-2. Although in this study involving in vivo CML mouse model, STAP-2 did not significantly affect the survival of CML mice; however, some of their phenotypes, such as the reduction in number of LSCs, were similar to STAP-1 deficient model (data not shown).

Our analysis of CML LSCs showed that STAP-1 strongly affected phosphorylation of STAT5 (Fig. 6). STAT5 has been known to be one of the most important regulators of survival and growth of CML [43–45]. Several mechanisms have been suggested to activate STAT5 in CML. As a tyrosine kinase, BCR-ABL induces phosphorylation of STAT5 [44, 45]. The direct physical interaction between BCR-ABL and STAT5 was also previously reported [43, 44]. In CML cells, it is known that JAK2 is constitutively activated, inducing several downstream molecules, including STAT5 [19, 20]. Recent studies have reported the complex of BCR-ABL and JAK2 protein as a regulator of BCR-ABL kinase activity [20]. We here demonstrated that binding of STAP-1 to BCR-ABL as well as STAT5 could enhance STAT5 signaling.

Importantly, recent studies have indicated that STAT5 activation is regulated independently by BCR-ABL in CML LSCs. For instance, JAK2 is activated following binding of hematopoietic growth factors to their receptors during CML leukemogenesis; it has been reported that the treatment with nilotinib and ruxolitinib leads to eradication of primary human CML LSCs in vitro [21], and ongoing clinical trials are attempting to improve outcomes of CML patients [38]. Prost et al. showed that PPARγ agonist, pioglitazone, can purge the residual CML LSC pool by downregulating expression of STAT5 and its downstream targets, Hif2a and Cited2, which are key regulators of the stemness of CML LSCs [25]. We showed here that PPAR signaling pathway suppresses phosphorylation status of STAT5 via STAP-1. Furthermore, STAP-1 directly binds to STAT5. STAP-1 is likely to be involved in multiple cascades leading to STAT5 activation. The underlying mechanisms should be elucidated in further studies.

From the clinical point of view, our report suggested that STAP-1 inhibition could be a novel therapeutic measure for CML that help to overcome resistance and disease persistence. The putative mechanism of resistance might be involved conformational changes of BCR-ABL, which is led to be bind with STAP-1. Interestingly, our study also implied that BCR-ABL-independent STAT5 inhibition via STAP-1 signaling could be useful for LSC elimination. TKI resistance depends on the transcriptional activity of STAT5, since the STAT5 target genes, such as Bcl-2 and Bcl-xL, inhibit apoptosis and cytotoxicity [46]. It has been reported that activation of STAT5 affects cell cycle, apoptosis, and upregulation of ROS, which contribute to an increased mutation rate and resistance to TKI [46, 47]. Although several clinical trials, involving treatment with ruxolitinib or pioglitazone, have currently been running, the eradication of LSCs remains a major challenge for CML treatment. Considering the effects of STAP-1 on normal hematopoiesis, STAP-1 could represent an attractive therapeutic target for CML treatment by inhibiting STAT5 activity in CML LSCs.

In summary, this work demonstrated critical roles of STAP-1 in the maintenance of CML LSCs. STAP-1 positively regulates CML LSCs via suppression of the apoptosis through the regulation of STAT5. These findings provided a potential molecular mechanism for the pathogenesis of CML. Our data supported the evidence that STAP-1 could act as a novel therapeutic target for CML via elimination of CML LSCs.

## Materials and methods

### Human samples

BM samples from normal volunteers and patients with CML-CP at diagnosis were obtained after receiving written informed consent in accordance with the Declaration of Helsinki. This study protocol was approved by the institutional review board of Osaka University Hospital.

### Mice

STAP-1 KO mice on C57BL/6J background (Ly5.2) were generated with a targeted disruption in the STAP-1 gene locus [29]. The congenic C57BL/6J strain (C57BL/6SJL; Ly5.1) was obtained from Jackson laboratory and used for transplantation experiments. Overall, 8–14-week-old mice were used in all experiments. All experimental procedures were conducted under protocols approved by Institutional Animal Care and Use Committee of Osaka University.

### Flow cytometric analysis

Flow cytometric analysis and sorting were performed using standard multicolor immunofluorescent staining protocols with a FACS Aria IIu (BD Biosciences). The indicated antibodies used for flow cytometric sorting and analysis were listed in Supplementary Table 1. A mixture of monoclonal antibodies recognizing CD3e, CD8, CD11b/Mac1, CD19, B220, Gr-1, and Ter119 was used to identify murine lineage cells. A mixture of monoclonal antibodies recognizing CD3, CD14, CD16, CD19, CD20, CD56, and CD235a was used to identify human lineage cells. FlowJo software (Tree Star) was used for data analysis. For intracellular assays, cells were fixed and permeabilized using Cytofix/Cytoperm buffer (BD Bioscience) and stained with the indicated antibodies.

### Bone marrow transplantation

In all, 5000 (LSK) cells sorted with FACS Aria were transplanted into lethally irradiated C57BL/6SJL mice, together with 5 × 10^5^ BM cells from C57BL/6SJL mice. Four months after the first transplantation, serial transplantation was performed by transferring 2 × 10^6^ BM cells from primary recipients.

### Preparation of retroviral particles

The cDNA encoding human BCR-ABL was cloned into the EcoRI site of the pMSCV-ires-GFP vector to generate retrovirus particles [48]. Constitutively active form of STAT5A (1*6) was subcloned into pMSCV-ires-GFP vector. Each retroviral vector was transfected into 293T cells by polyethylenimine. After 48 h the culture supernatant was collected, concentrated 100-fold in volume, and filtered.

### Generation of CML model mice

The transduction of BCR-ABL to LSK cells was conducted as previously described [49]. After infection, sorted GFP positive cells (1 × 10^4^) were transplanted intravenously into lethally irradiated C57BL/6SJL mice together with 3 × 10^5^ BM cells from C57BL/6SJL mice. For serial transplantation, 1 × 10^6^ GFP^+^ BM cells or 5 × 10^4^ GFP^+^ LSK cells were isolated from recipient mice 11 days after the first transplantation, and transplanted into lethally irradiated recipient mice together with BM cells from C57BL/6SJL mice.

### Methylcellulose colony formation assay

Cells were cultured in MethoCult medium (GF M3434 and H4434, Stem Cell Technologies). The numbers of colonies were counted after 7 days. For serial replating assays, cells were harvested from the first plates and replated in fresh methylcellulose medium. The numbers of colonies were counted again after 7 days.

### Cell cycle analysis

To determine the cell cycle status in vivo, mice were administered BrdU intraperitoneally (100 mg/kg of body weight in saline) 12 h before analysis. Numbers of BrdU^+^ cells were assessed with flow cytometry. For Ki67 staining, cells were fixed and permeabilized before staining with APC conjugated anti-Ki67 antibody.

### Apoptosis assay

Isolated GFP^+^ cells were stained using PE Annexin V apoptosis Detection Kit (BD Biosciences). For TUNEL staining, GFP^+^ LSK cells were attached to glass slides by cytospin, fixed with 4% paraformaldehyde, and stained according to the manufacturer’s protocols (Sigma-Aldrich).

### RNA-sequencing analysis

GFP^+^ CD45.2^+^ LSK cells from WT and STAP-1 KO CML mice were sorted by FACS, and total RNA was extracted with an RNeasy Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. Each cDNA was generated using a Clontech SMART-Seq v4 Ultra^®^ Low Input RNA Kit for Sequencing (Takara Clontech). Each library was prepared using a Nextera XT DNA Library Prep Kit (Illumina) according to the manufacturer’s instructions. Whole transcriptome sequencing was applied to the RNA samples with use of on an Illumina HiSeq 2500 platform in a 75-base single-end mode. Sequenced reads were mapped to the mouse reference genome sequences (mm10) using TopHat ver. 2.0.13 in combination with Bowtie2 ver. 2.2.3 and SAMtools ver. 1.0. The number of fragments per kilobase of exon per million mapped fragments was calculated using Cuffnorm ver. 2.2.1. Access to raw data concerning this study was submitted under Gene Expression Omnibus accession number GSE127984. The data sets were analyzed using Ingenuity Pathway Analysis (Ingenuity Systems Inc).

### Quantitative real-time RT-PCR analysis

Total RNA was isolated from GFP^+^ CD45.2^+^ LSK cells from CML mice using the RNeasy Mini kit and converted to cDNA by High-Capacity cDNA Reverse Transcription kit (Applied Biosystems). Real-time quantitative PCR was performed using Fast SYBR Green Master Mix (Applied Biosystems) and Taqman gene-specific primers. Primers and probes are reported in Supplementary Table 2.

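The SYBR Green primers for the mouse genes listed in Supplementary Table 2 were located by exact match in the GENCODE M21 transcripts of GRCm38, and positions refer to the longest coding transcript that holds both primers. The Bcl-2 primers GTCCCGCCTCTTCACCTTTCAG and GATTCTGGTGTTTCCCCGTTGG lie in the 5′ UTR of Bcl2 in exon 1, on the minus strand of chromosome 1 from 106713049 to 106713196, and give a product of 148 bases. Both primers were found in 1 of the 2 annotated Bcl2 transcripts. The Bcl-xL primers AACATCCCAGCTTCACATAACCCC and GCGACCCCAGTTTACTCCATCC lie in the coding sequence of Bcl2l1 in exon 2, on chromosome 2 from 152829574 to 152829667, and give 94 bases. They were found in 6 of 9 transcripts. The c-Myc primers lie in the coding sequence of Myc in exon 3 (chromosome 15, from 61989657 to 61989799, 143 bases). The Cited2 forward primer lies in the coding sequence and the reverse primer in the 3′ UTR of the same exon (chromosome 10, from 17724651 to 17724832, 182 bases). For these 4 genes both primers are in 1 exon, so genomic DNA would give a product of the same length. The CyclinD2 forward primer lies in exon 1 of Ccnd2, and its reverse primer CACTTTTGTTCCTCACAGACCTCTAG spans the junction of exons 1 and 2 (chromosome 6, product of 79 bases). The Hif2α reverse primer TCAGTTCCAAGATTCTGTCGTCAC likewise spans the junction of exons 6 and 7 of Epas1 (chromosome 17, product of 143 bases). The p53 primers lie in exons 4 and 8 of Trp53 on chromosome 11 and give 690 bases.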

### Cell cultures

Human CML cell lines (K562, KU812, and KCL22) were obtained from the JCRB Cell Bank (JCRB0019, JCRB0104, JCRB1317), and maintained in RPMI (nacalai tesque) supplemented with 10% fetal bovine serum. For cell proliferation and viability assay, the Cell Counting Kit-8 (Sigma-Aldrich) was used as recommended by the manufacturer. In brief, the cells (1–2 × 10^4^/well) in 96-well plates were cultured for the indicated periods. CCK-8 reagent was added and incubated another 4 h at 37 °C and Optical Density was measured at 450 nm with a microplate reader. In some experiments, imatinib mesylate, pioglitazone (Sigma-Aldrich), or ruxolitinib (ChemScene) was added in the cultures.

### Lentivirus transduction in human CML CD34+ cells

Lentiviruses were produced by transfection in 293T with MISSION shRNA vectors (Sigma-Aldrich). CML CD34^+^ cells (4 × 10^6^ cells/ml) were infected by spinoculation (800 g, 90 min, 30 °C). Two adjuvants, poloxamer 407 (100 μg/mL, Sigma-Aldrich) and prostaglandin E2 (10 μM, Merck), were added to the culture medium [50]. Cells were harvested 72 h later, and the knockdown effect was examined by western blot analysis.

### Establishment of STAP-1 knockdown CML cell lines

Stable STAP-1 knockdown CML cell lines were established by transfection with MISSION shRNA lentiviral vectors (pLKO.1-puro) targeting human STAP-1 and selection with puromycin (clone IDs: NM_012108.1-747s1c1, NM_012108.1-692s1c1). For control, we used MISSION pLKO.1-puro empty vector (#SHC001).

### Immunoprecipitation and immunoblotting assay

The cells were harvested and lysed in lysis buffer (50 mM Tris-HCl, pH 7.6, 0.15 M NaCl containing 1% Nonidet P-40, 1 μM sodium orthovanadate, 1 μM phenylmethylsulfonyl fluoride, and 10 μg/ml each aprotinin, pepstatin, and leupeptin). The immunoprecipitates from cell lysates were resolved on SDS-PAGE and transferred to Immobilon filters (Millipore). Immunoblotting was performed with appropriate antibodies. Immunoreactive proteins were visualized by an Odyssey infrared imaging system (LI-COR Biotechnology). Antibodies against c-Abl (rabbit polyclonal), Myc (mouse monoclonal; clone 9E10), STAT5a (rabbit polyclonal), STAT5b (rabbit polyclonal), and JAK2 (rabbit polyclonal) were purchased from Santa Cruz Biotechnology. Antibodies against STAP-1 (rabbit polyclonal) were purchased from Sigma-Aldrich.

### Statistical analysis

Statistical differences were determined using the Student’s *t* test. Survival curves were calculated using the Kaplan–Meier method and analyzed with the long-rank test. Statistics were analyzed using JMP Pro 13.0.0 software (SAS Institute Inc). No samples were excluded from the analysis. The data had a normal distribution, and the variance was similar between the groups being compared. No statistical method was used to predetermine sample sizes. Sample size was based on previous experience with experimental variability. The experiments were not randomized. The investigators were not blinded to allocation during experiments or outcome assessment.

## Supplementary information

Supplementary figures and tables

# Supplementary material for: Signal-transducing adapter protein-1 is required for maintenance of leukemic stem cells in CML
**Source:** Oncogene. 2020 Jul 13;39(34):5601–15. doi: 10.1038/s41388-020-01387-9
**Supplement:** Supplementary file 1 — Supplementary figures and tables

**Supplementary Figures, Figure Legends and Tables**

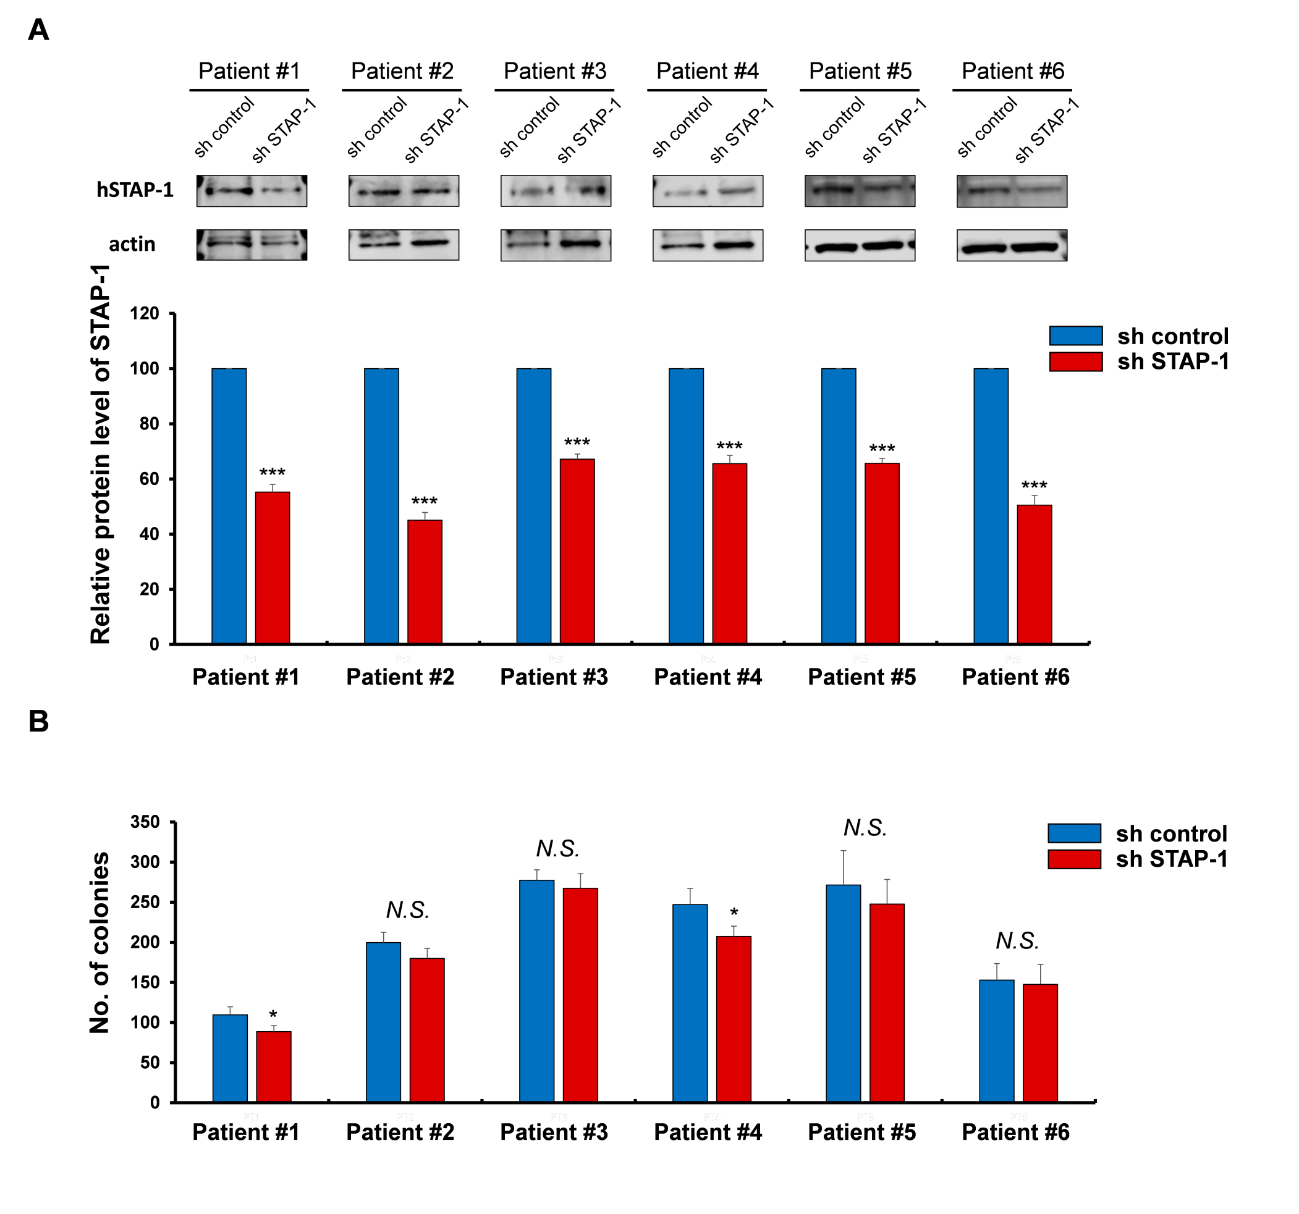

**Supplementary Figure 1. STAP-1 deletion inhibits the ability of colony formation of human CML LSCs.**

(a, b) Lin^-^ CD34^+^ BM cells from newly diagnosed chronic CML patients (n = 6) were transduced with control or STAP-1 shRNA lentivirus for 72 hours. (a) These cells were lysed and blotted with anti-STAP-1 antibody to measure the STAP-1 protein level. Data represent the levels of STAP-1 protein normalized to that of β-actin internal control and are expressed relative to the value of control shRNA samples. (b) These cells were cultured in triplicates in methylcellulose medium for 14 days, and colonies were counted. Data represent the mean ± SD. **p* < 0.05, and ****p* < 0.001 indicate significant difference. NS, not significant.

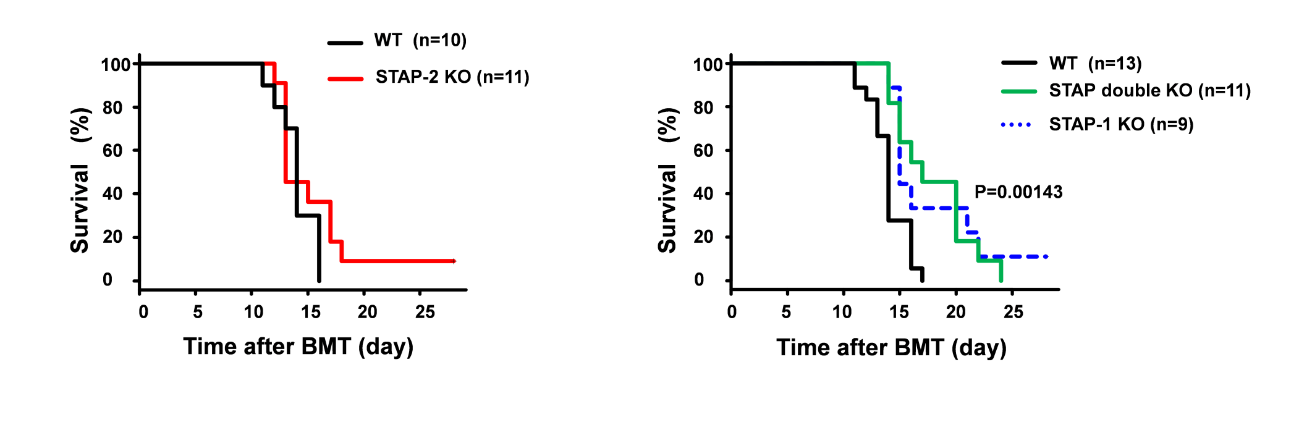

**Supplementary Figure 2.**

**STAP-2 deficiency does not affect survival of primary CML mice.**

Kaplan-Meier survival curves for primary recipients of BCR-ABL-transduced LSK cells from WT, STAP-2 KO (left graph), or STAP1/2 double KO donor mice (right graph) are shown.

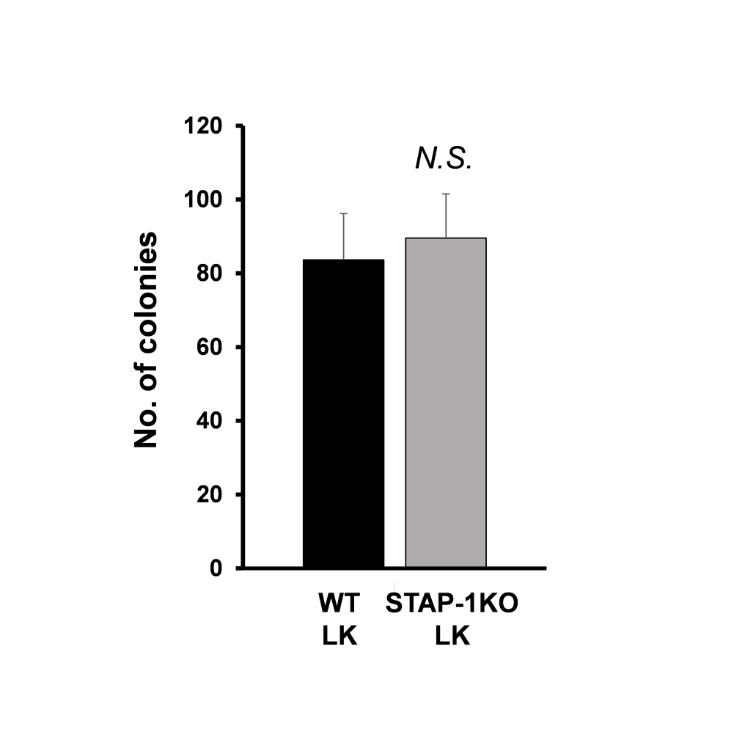

**Supplementary Figure 3.**

**STAP-1 does not affect the progenitor fraction.**

Sorted LK cells were cultured in methylcellulose medium for 7 days, colonies were counted (n = 9 per group). NS, not significant.

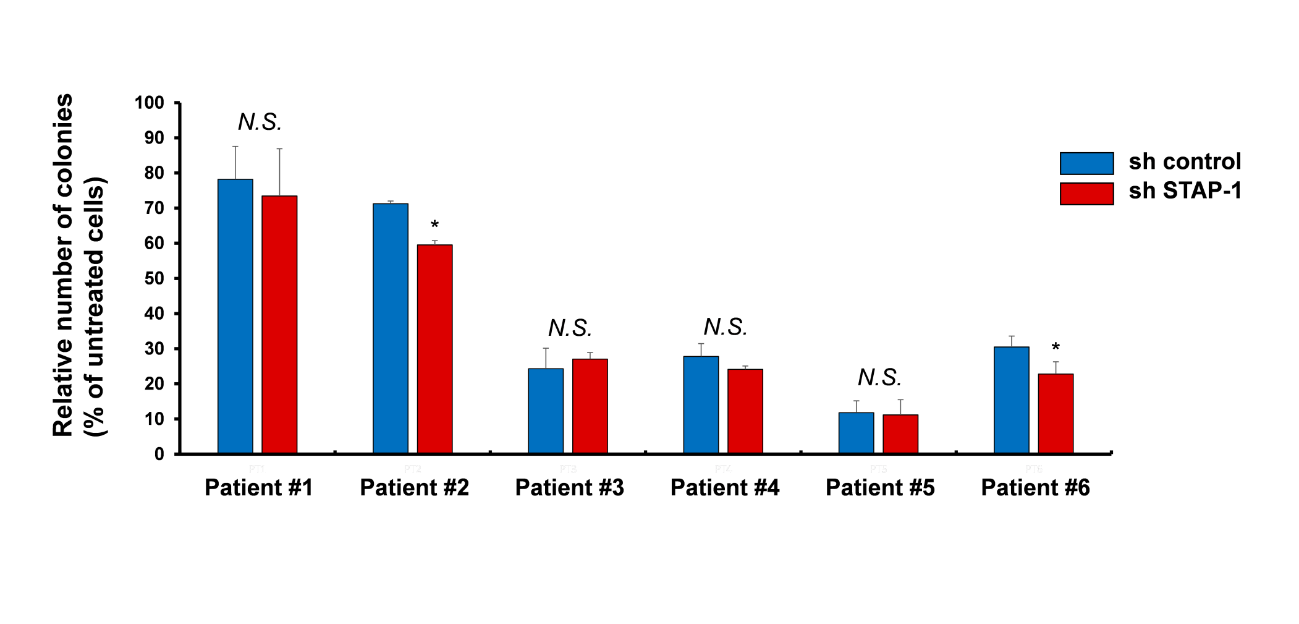
**Supplementary Figure 4. STAP-1 deletion contributes to the elimination of human CML LSCs.**

Lin^-^ CD34^+^ BM cells from newly diagnosed chronic CML patients (n = 6) were transduced with control or STAP-1 shRNA lentivirus for 72 hours. These cells were cultured in triplicates in methylcellulose medium with or without imatinib (1μM) for 14 days, and colonies were counted. Results are expressed relative to untreated cells. Data represent the mean ± SD. **p* < 0.05 indicate significant difference. NS, not significant.

**Supplementary Table 1.**

**Antibodies used for flow cytometry.**

**Supplementary Table 2.**

**List of primers and probes used in RT-qPCR.**

| **Primer and Sequence** | **Sourse** | **Identifier** |
| --- | --- | --- |
| Mouse *Bcl-2* Forward  GTCCCGCCTCTTCACCTTTCAG | FASMAC CO., LTD. | N/A |
| Mouse *Bcl-2* Reverse  GATTCTGGTGTTTCCCCGTTGG | FASMAC CO., LTD. | N/A |
| Mouse *Bcl-xL* Forward  AACATCCCAGCTTCACATAACCCC | FASMAC CO., LTD. | N/A |
| Mouse *Bcl-xL* Reverse  GCGACCCCAGTTTACTCCATCC | FASMAC CO., LTD. | N/A |
| Mouse *Cited2* Forward  TTGGACCGCATCAAGGAG | FASMAC CO., LTD. | N/A |
| Mouse *Cited2* Reverse  TTAATTCACACCGAAGAAGTTG | FASMAC CO., LTD. | N/A |
| Mouse *c-Myc* Forward  CGGACACACAACGTCTTGGAA | FASMAC CO., LTD. | N/A |
| Mouse *c-Myc* Reverse  AGGATGTAGGCGGTGGCTTTT | FASMAC CO., LTD. | N/A |
| Mouse *CyclinD2* Forward  GCGTGCAGAAGGACATCCA | FASMAC CO., LTD. | N/A |
| Mouse *CyclinD2* Reverse  CACTTTTGTTCCTCACAGACCTCTAG | FASMAC CO., LTD. | N/A |
| Mouse *Hif2α* Forward  CCTGCTGTCCTGCCTTATCATC | FASMAC CO., LTD. | N/A |
| Mouse *Hif2α* Reverse  TCAGTTCCAAGATTCTGTCGTCAC | FASMAC CO., LTD. | N/A |
| Mouse *p53* Forward  TTTTGAAGGCCCAAGTGAAG | FASMAC CO., LTD. | N/A |
| Mouse *p53* Reverse  TCTTCTGTACGGCGGTCTCT | FASMAC CO., LTD. | N/A |
| Taqman probe for human *GAPDH* (Hs02786624_g1) | Thermo Fisher Scientific | Cat# 4331182 |
| Taqman probe for human *STAP-1* (Hs00201585_m1) | Thermo Fisher Scientific | Cat# 4331182 |
| Taqman probe for human *STAP-2* (Hs00214588_m1) | Thermo Fisher Scientific | Cat# 4331182 |

How the deposited data were processed for this re-analysis (not part of the article)

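Gene expression was measured by RNA-seq in 1 library of WT and 1 library of STAP-1 KO CML LSCs, sorted as GFP+ CD45.2+ LSK cells at day 11 after the first BMT. The authors deposited FPKM values, which they had made by mapping 75-base single reads to mm10 with TopHat 2.0.13, Bowtie2 2.2.3 and SAMtools 1.0 and by running Cuffnorm 2.2.1. The paper's text does not name the gene annotation, the way Cuffnorm scaled the libraries or the total number of reads. Both libraries list the same 23284 gene symbols in the same order, and no symbol is repeated.

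From these values the ratio of the libraries was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes were counted as changed at a ratio of at least 2 with at least 0.1 FPKM in both libraries and no pseudocount, a floor read from the coloured area of Fig. 5a. Log2 ratios of single genes used a pseudocount of 0.1 FPKM. Gene lists were described by the median log2 ratio over members with a mean of at least 1 FPKM and by its percentile among 10000 random lists of the same size matched on mean FPKM in 20 bins. Lists with fewer than 5 such members were given no percentile, with the exception of the 4 Y-linked genes, which were compared after the results were seen. The 32 lists were written from general knowledge before the data were examined and are not those of Ingenuity Pathway Analysis, which was not run here. With 1 library per genotype no test of the genotype is possible and no p-value was computed.

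The genes named in the text were chosen by a rule fixed before the data were examined. They are the genes the paper names for these cells, the sorting markers, 5 sex-linked genes, the 5 genes in each direction with the largest log2 ratio at a pseudocount of 1 among those past the cut-off, and up to 5 members of each list with the largest log2 ratio at that pseudocount. Genes at 0 in 1 library are described as a further observation. A member of the PPAR target list that this rule selects is not reported here.

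Gene symbols were matched to GENCODE M21 (GRCm38) for coordinates, gene types, transcript lengths and GC content. Of the symbols, 20911 matched as written, 1901 matched through an older symbol and 472 were not matched. Depth was estimated from the steps between low FPKM values of genes with 1 annotated transcript, which gave effective depths of 7490000 reads for the WT library and 10470000 for the STAP-1 KO library. Estimated reads are the FPKM value times the transcript length less 208 bases times this depth. The longest annotated transcript was used, which need not be the length that Cuffnorm used. The estimates are therefore approximate, and they do not cover variation between mice or library preparations.

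The counting, list, correction and depth steps were tested on simulated data. With reads drawn at the effective depths, 98 of 100 genes raised and 100 of 100 genes lowered 4-fold were recovered. Of 12721 unchanged genes above the floor 312 were called, and 38 of the 10661 with a mean of at least 1 FPKM, so that counting noise alone gives false calls, mostly at low values. In the other steps, 12 of 200 lists without a shift fell outside the central 95% of the random lists. The genes of these lists varied independently, which the genes of a pathway need not do. A planted rank correlation with transcript length of -0.81 was reduced to -0.04 by the correction. A planted depth of 9200000 reads was recovered as 9180000.

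The alternatives fixed before the data were examined changed the FPKM floor, the pseudocount, the scaling of the libraries, the genes included, the fold cut-off and the matching of the random lists. A correction for transcript length and GC content (20 bins each), random lists matched on length, 2 further choices of genes, 5 further floors and 4 further cut-offs were added after seeing the data. The floors and cut-offs were tried while the counts were set beside those of the paper. Real-time RT-PCR, flow cytometry and cell line experiments were not analysed here.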

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

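The tests of scaling and of a smaller mast-cell population, the tests on Xist and the Y-linked genes and the tests on the casein genes were chosen only after the results were seen. All values compare 1 library with 1 library, so a difference between mice, sorts or library preparations cannot be told apart from the genotype for any of them. The paper does not discuss these genes in the RNA-seq data. For the cell cycle it reports flow cytometry, and cyclin D2 was among the genes measured by real-time RT-PCR.

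The 12 mast cell and basophil marker genes had a median log2 ratio of -3.26, the lowest of the lists. Together they made up 8.92% of the FPKM of the WT library and 1.03% of that of the STAP-1 KO library, leaving out features under 200 bases. Cma1 had 13924 and 1168 FPKM, Hdc 5629 and 330.2 FPKM and Tpsb2 7016 and 185 FPKM. The markers have short transcripts (a median of 1369 bases), which were higher in the STAP-1 KO library in general, so that a length bias runs opposite to this fall. The median of -3.80 after the correction for transcript length and GC content therefore shows no stability. Under the 3 other scalings of the libraries the median stayed at -3.15 or lower. The median of all genes was -0.04 as deposited and at most 0.05 under these scalings. They could hardly change a fall of this size, so this shows no stability either. A smaller share of one mast-cell population would lower all markers by a common factor. Their log2 ratios had an SD of 1.55, which other cells that express some of these genes may also produce, so the pattern cannot be told apart from a difference in cell composition. Whether it follows from the genotype is open. The genes of the sorting antigens, Kit and Ly6a, were also lower in the STAP-1 KO library, and a difference in composition may lower them too.

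The 9 primary-granule marker genes rose by a median log2 ratio of 2.87. Mpo had 248 FPKM in the WT library and 1973 FPKM in the STAP-1 KO library, Elane 112 and 824 FPKM and Prtn3 57.4 and 525 FPKM. After the correction for transcript length and GC content the median was 2.61, so that bias is not enough to explain the rise. A different share of early myeloid cells in the sorted population may also give it and was not tested.

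The cell cycle genes, of which 34 were expressed, had a median log2 ratio of 0.95, and 33 of them had a log2 ratio above 0. Of the lists of MYC targets and cell cycle genes, 2 were above the central 95% of random lists before the correction for transcript length and GC bias and 2 after it. The paper's cell cycle measurements were made by flow cytometry on other samples and showed no significant difference.

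Xist, the transcript of the inactive X chromosome, was listed at 0 FPKM in the WT library and had 0.849 FPKM in the STAP-1 KO library. This corresponds to about 157.7 estimated reads and is above counting noise. A share of cells from female mice would give Xist and lower the Y-linked genes. All 4 Y-linked genes were lower in the STAP-1 KO library, with log2 ratios from -1.34 to -0.62 and a median of -0.97, at percentile 8.04 of random lists. The central 95% of random lists of 4 genes reached from -1.39 to 0.89, too wide for this comparison to decide whether the Y-linked genes fell. The appearance of Xist cannot be told apart from such a share of cells, and the paper's text does not give the sex of these mice.

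Csn1s2a had 95.9 FPKM in the WT library and was listed at 0 in the STAP-1 KO library, as was Csn2, with 48.1 FPKM in the WT library. They are casein genes on chromosome 5, 1668442 and 1586499 bases from Stap1. The lower of their estimated read numbers in the WT library was 716, which rules out counting noise. The other 3 genes within 2 Mb that were expressed had a median log2 ratio of 0.039, which speaks against an effect spreading from the targeted gene, but 3 genes are too few to exclude it.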

How the results depend on the processing

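No paired analysis was possible because the groups have 1 library each and share fewer than 2 replicate numbers. There was no replicate to leave out. No symbol is repeated, so the alternative of 1 value per symbol gave no other values. Where a result changed, the cause was not tested unless a value is given for it.

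The number of genes past the cut-off, 1538 higher and 2860 lower, stayed within 1.5 times under all alternatives fixed before the data were examined except the 4-fold cut-off, which gave 300 and 1071. Of the settings added after seeing the data, the 2.3-fold and 2.4-fold cut-offs left 1013 and 911 genes that were higher, and the others stayed within 1.5 times. The share of these genes that were lower was above 50% in every setting run. From 65.0% it moved outside its 95% interval to 63.5% with the floor of 0.1 FPKM in at least 1 library, 66.8% with a pseudocount of 1 and no floor, 58.3% after scaling to TPM, 62.5% after median scaling, 62.6% after upper-quartile scaling and 78.1% at 4-fold. Among settings added after seeing the data it was 66.6% with protein-coding genes matched by exact symbol only, 62.0% after the transcript length and GC correction, and 66.9%, 68.9%, 70.3% and 71.5% at cut-offs of 2.1, 2.2, 2.3 and 2.4.

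Of the pathway and target lists, 4 changed sides of the 2.5th percentile. The PI3K/AKT components had a median log2 ratio of -0.61 at a pseudocount of 1 (percentile 2.82), -0.15 after the transcript length and GC correction (percentile 26.0) and, at an unchanged -0.83, percentile 31.2 among random lists matched also on length, so this list depends on transcript length. The PPAR targets, at -0.48, came to percentile 1.99 at a pseudocount of 1, 1.54 among lists matched on length and 5.79 among unmatched lists, and with members of at least 5 FPKM their median was 0.00 (percentile 32.59). The antiapoptotic genes had -0.93 (percentile 2.77) with members of at least 0.1 FPKM and, at -0.99, percentile 3.38 among lists matched on length. The FOXO3 targets, at -0.66, had percentile 2.7 among unmatched lists and 3.3 among lists matched on length. The corrections for length were chosen after seeing the data.

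Some values changed sign. After the transcript length and GC correction the log2 ratio of Foxo3 went from -0.99 to 0.05, of Stat3 from -0.72 to 0.02 and of Stat5a from -0.18 to 0.21, while that of Stat5b went from -1.10 to -0.42 and came to just under the 2-fold cut-off under TPM. The hematopoietic stem cell markers, at -0.18, had a median of 0.02 under TPM and 0.01 with members of at least 0.1 FPKM. The T and NK cell markers, at 0.74 (percentile 99.05), had -0.06 (percentile 65.07) with members of at least 0.1 FPKM, -1.27 (percentile 1.68) with members of at least 5 FPKM and -0.30 (percentile 25.24) after the transcript length and GC correction, so the direction of this list depends on these settings. Among single genes, Trp53 (1.02) and the Y-linked Eif2s3y (-1.03) passed 2-fold after the transcript length and GC correction, and Stap2 did so under TPM. At a pseudocount of 1 Bcl6 (-0.72), Epas1 (-0.34), Ifng (0.62), Xist (0.89) and the Y-linked Kdm5d (-0.85) fell short of it. Ifng (0.74) and Kdm5d (-0.28) also fell short after the correction, and Kdm5d did under TPM (-0.98).

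At the effective depths, a gene with a transcript of 2000 bases and a value below 0.224 FPKM in the WT library rests on fewer than 3 reads, which limits the ratios of genes near the floor.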

Differences from the paper's values

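The counts of genes past the cut-off were within 1.5 times those of the paper, 1538 against the paper's 1256 that were higher and 2860 against the paper's 2536 that were lower. Among the alternatives set before the data were examined, the floor of 1 FPKM on the mean with a pseudocount of 0.1 came to 1259 and 2432 genes, and a pseudocount of 1 with no floor to 1068 and 2152 genes, 66.8% of them lower against the paper's 66.9%. Others were more than 1.5 times the paper's count of genes that were higher, with 2126 genes at a floor of 0.1 FPKM in at least 1 library (5824 in all against the paper's 3792), 1956 under TPM and 1949 at a pseudocount of 0.1 with no floor. The 4-fold cut-off, with 300 and 1071 genes, was below both of the paper's counts by more than that. The remaining alternatives lay within 1.5 times the paper's counts. Further settings were tried after seeing the data and after the counts had been set beside those of the paper, and nearness to the paper's counts there carries no information about the paper's method. Protein-coding genes matched by exact symbol only gave 1277 genes that were higher and 2541 that were lower, genes matched to an annotated transcript 1513 and 2835, and the correction for transcript length and GC content 1441 and 2350, 3791 in all. Floors of 0.2, 0.3, 0.4, 0.5 and 0.6 FPKM gave 1398 and 2634, 1322 and 2486, 1264 and 2381, 1214 and 2269, and 1177 and 2193 genes. Cut-offs of 2.1, 2.2, 2.3 and 2.4 gave 1317 and 2666, 1141 and 2529, 1013 and 2397, and 911 and 2280 genes.

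The paper's Fig. 5b lists PPAR signaling among the activated pathways. The PPAR target genes written for this comparison had a median log2 ratio of -0.48, with 17 of 27 genes lower in the STAP-1 KO library; they are not Ingenuity's genes. This median lay within the central 95% of random lists (percentile 2.98). It lay below that range at a pseudocount of 1 (percentile 1.99) and among random lists matched also on transcript length (percentile 1.54). With members of at least 5 FPKM only the median was 0.00 (percentile 32.59). The paper's Fig. 6c shows c-Myc lower in STAP-1 KO LSCs by real-time RT-PCR, measured on other samples, without marking the difference as significant. In the RNA-seq libraries Myc was higher in the STAP-1 KO library, with a log2 ratio of 1.51.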

Other observations

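The test of transcript length within gene lists and the test of shared reads were chosen only after the results were seen. The tests of genomic span, counting noise and the effect of the length and GC correction were written before their results were computed.

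The ratio of the libraries fell with transcript length. A length bias of the library preparation would act on genes of every function, also within lists whose members belong together. In 14 of 18 lists with at least 20 expressed members, the rank correlation of log2 ratio and transcript length was below 0, with a median of -0.24. The partial rank correlation with the genomic span of the gene, given transcript length, was -0.061, against -0.27 for transcript length given genomic span. That with GC content, given transcript length, was -0.20, so length is not the only property involved. The pattern is consistent with a bias by transcript length together with GC content, such as RNA of differing integrity or amplification may give.

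The correction for transcript length and GC content brought the rank correlation with transcript length from -0.37 to -0.05, as its binning is built to do. Of the 9 pathway lists below the 2.5th percentile, 8 remained there after it, and the PI3K/AKT components were the exception. In 3 of the 8 (cytokines and chemokines, TREM1, Th1 and Th2) the correction lowered the median further, so these could not have left that range. In the other 5 the median came closer to 0, for the NF-κB components from -0.92 to -0.47 and for the JAK/STAT components from -0.75 to -0.42. Among random lists matched also on transcript length, the 8 lists lay at percentile 0.08 or lower and the PI3K/AKT components at 31.22. This argues against transcript length alone placing the 8 lists there, but GC content was not matched. How much of the pathway medians the bias accounts for is open. A difference in cell composition, as considered for the mast-cell markers, may also lower these lists and was not tested for them. The number of genes past the 2-fold cut-off was 3791 after the correction and 4348 before it on the genes with an annotated transcript, and draws with counting noise alone gave a mean of 307.

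Hba-a1 and Hba-a2 changed in opposite directions. The log2 ratio of their summed FPKM was -1.03, against 3.45 and -5.60 for the copies. The ratio of a sum always lies between those of its parts, so this does not decide whether reads are shared between these near-identical copies, and their opposite changes cannot be told apart from it.

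The genes measured by real-time RT-PCR in Fig. 6c had these values in the RNA-seq libraries, with WT first. Bcl2 had 68.9 and 36.2 FPKM, Bcl2l1 57.7 and 19.8 FPKM, Ccnd2 72.5 and 51.6 FPKM, Myc 59.3 and 169 FPKM, Cited2 219 and 86.1 FPKM and Trp53 107 and 191 FPKM. Epas1 had 0.363 and 0.0743 FPKM, about 14.4 and 4.13 estimated reads. The log2 ratio of Bcl2 was -0.93 as deposited and -0.06 after the correction for transcript length and GC content, while that of Bcl2l1 was -1.54 and -1.52.

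Interferon response genes had a median log2 ratio of 0.58, with 22 of 27 above 0, and immediate-early genes a median of -1.40, with 20 of 21 below 0. Apart from the casein genes, Mmp7, Penk and Pyy were protein-coding genes with a transcript of at least 500 bases that had at least 5 FPKM in the WT library and were listed at 0 in the STAP-1 KO library, and Rpl39l was the reverse. Of the 39 genes with at least 5 FPKM in 1 library and 0 in the other, 32 had transcripts under 200 bases, for which FPKM is unreliable.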
